# Defining the impact of exoribonucleases in the shift between exponential and stationary phases

**DOI:** 10.1038/s41598-019-52453-6

**Published:** 2019-11-07

**Authors:** Vânia Pobre, Susana Barahona, Tatiane Dobrzanski, Maria Berenice Reynaud Steffens, Cecília M. Arraiano

**Keywords:** Gene expression, Microbial genetics

## Abstract

The transition between exponential and stationary phase is a natural phenomenon for all bacteria and requires a massive readjustment of the bacterial transcriptome. Exoribonucleases are key enzymes in the transition between the two growth phases. PNPase, RNase R and RNase II are the major degradative exoribonucleases in *Escherichia coli*. We analysed the whole transcriptome of exponential and stationary phases from the WT and mutants lacking these exoribonucleases (Δ*pnp*, Δ*rnr*, Δ*rnb*, and Δ*rnb*Δ*rnr*). When comparing the cells from exponential phase with the cells from stationary phase more than 1000 transcripts were differentially expressed, but only 491 core transcripts were common to all strains. There were some differences in the number and transcripts affected depending on the strain, suggesting that exoribonucleases influence the transition between these two growth phases differently. Interestingly, we found that the double mutant RNase II/RNase R is similar to the RNase R single mutant in exponential phase while in stationary phase it seems to be closer to the RNase II single mutant. This is the first global transcriptomic work comparing the roles of exoribonucleases in the transition between exponential and stationary phase.

## Introduction

Bacteria often transition between growing rapidly (exponential phase) to slower growth (stationary phase) depending on the nutrient availability. This transition requires that the cells undergo massive transcriptomic rearrangements. The vast majority of the transcripts that are expressed in exponential phase are repressed in stationary phase and there is the activation of many others in stationary phase^1–3^. The transition between these two phases is usually accompanied by physiological and morphological changes and many transcripts are differentially expressed between the two phases^1^. Moreover, stationary phase is considered a stress condition and many of the transcripts that are highly expressed during this phase are stress related transcripts^2–5^.

Exoribonucleases are key elements in the transition between exponential and stationary phase since they promote the rapid degradation of RNA in the cell. Therefore they promote the reduction of proteins that are not needed in one phase and recycle nucleotides essential for the expression of new RNAs^6,7^. In *E. coli* PNPase, RNase II and RNase R are the major 3′-5′ exoribonucleases. The deletion of one of these exoribonucleases does not affect viability of the cells however the double deletion mutants of PNPase/RNase II and PNPase/RNase R are not viable^8,9^. In contrast, the double mutant RNase II/RNase R is viable but has not yet been analyzsed. The roles of these exoribonucleases have been studied in both growth phases^10,11^ however most studies are focused in specific RNA targets and mechanisms.

RNase R and RNase II belong to the same family of enzymes and therefore have some functional and structural similarities^12,13^. Both are hydrolytic enzymes. However, only RNase R is able to degrade structured RNA, mainly due to its helicase activity^14,15^, while in RNase II the double-stranded RNA cannot access the catalytic pocket^13^. This inability of RNase II to degrade secondary structures^16^ can lead to the protection of certain structured RNAs; RNase II is very effective in the removal of poly(A) tails and thus impairs the action of the other exoribonucleases^17–20^. Both RNase II and RNase R proteins can be acetylated although this is growth specific for both enzymes^21,22^. In exponential phase RNase II and RNase R were found to negatively affect cell motility and their absence leads to an increase in the cells ability to produce biofilms^23^. RNase R interacts with bacterial ribosomes^24^ and in exponential phase the vast majority of RNase R proteins are bound to the ribosomes^25^. PNPase belongs to the PDX family of enzymes which have phosphorolytic activity, but PNPase can also act as a polymerase and synthesize long heteropolymeric tails if the concentration of inorganic phosphate is very low^26–28^. PNPase can form multiprotein complexes such as the degradosome, an extremely efficient degradative machine^29–32^. Moreover, PNPase is the major exoribonuclease responsible for the degradation of small RNAs that are not bound to their targets or the RNA chaperone Hfq^33–36^. On the other hand, PNPase can also protect sRNAs from degradation by establishing complexes with the sRNA and the Hfq protein^37^.

In this work we used a whole transcriptome approach to determine the differences between the exponential and stationary phases of *E. coli* WT cells and the exoribonuclease mutants (Δ*rnb*, Δ*rnr*, Δ*pnp* and Δ*rnb*Δ*rnr*). This study is the first comparative transcriptomic analysis of these two growth phases. Moreover, it is the first global transcriptomic analysis of the double mutant RNase II/RNase R. Surprisingly we found that the double mutant Δ*rnb*Δ*rnr* is not only a merger of the single mutations, but it appears that in exponential phase the double mutant is more similar to the single mutant Δ*rnr* while in stationary phase the double mutant is more similar to Δ*rnb* single mutant. Moreover, we found that independently of the strain analysed there are more than 1000 transcripts significantly differentially expressed between the exponential and stationary phases. Of all these transcripts there are 491 core transcripts that are affected in all strains but unexpectedly there are transcripts that are only affected in the exoribonuclease mutants. Furthermore, when analysing the biological pathways affected between the exponential and stationary phases for all strains, we found that there are processes that are specific for each of the exoribonuclease mutants.

## Results

### Analysis of the RNase II/RNase R double mutant in exponential and stationary phase

The global evaluation of the absence of hydrolytic RNA degradation activity has never been performed. Therefore, in this work we analysed the impact of the deletion of both RNase II and RNase R in both exponential and stationary phases of growth. 

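The stationary-phase libraries of the WT and of the Δ*rnb*Δ*rnr* mutant were analysed from the abundance values that the authors deposited, with 1 library per strain and therefore no replicates. Cells had been grown at 37 °C and 200 rpm in LB with 50 µg/ml thymine, from a starting OD600 of 0.03, and harvested after 16 h. The medium of the double mutant also held kanamycin and tetracycline and that of the WT no antibiotic. Effects of the antibiotics cannot be separated from those of the deletions. The authors removed rRNA, mapped the reads with Bowtie2 and quantified them in Artemis as RPKM, which relate the reads to the length of the transcript and to the mapped reads of the library, and deposited them by gene symbol. The total number of reads per library is not in the files analysed here. From the reads and the RPKM that the paper lists side by side in its supplementary tables, the depth of the Δ*rnb*Δ*rnr* library was 0.925 times that of the WT library. Only transcripts listed there with at least 50 reads were used. Over the 969 such transcripts of the WT library, 1 RPKM stood for a median of 7.09 reads. It stood for 0.583 reads at the lowest 5% and 19.7 reads at the highest 5%. For these transcripts, the expression cut-off of 8 RPKM stood for a median of 56.8 reads, and for 4.66 reads at the lowest 5%. Transcripts with fewer reads are not covered by these values. No read was assigned to 257 genes in the WT and to 328 genes in the Δ*rnb*Δ*rnr* mutant. The median RPKM was 3.88 in the WT and 2.85 in the double mutant, and 1588 and 1281 genes respectively were above 8 RPKM.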

We sequenced the total RNA (RNA-Seq) extracted from wild-type (WT) cells and the double mutant Δ*rnb*Δ*rnr* (RNase II/RNase R) in both exponential and stationary phases. We then did a global transcriptomics analysis to determine the transcripts that were affected by the deletion of these two enzymes. The fold-change for each transcript between the WT and the double mutant was calculated and plotted in a MA scatterplot (Fig. 1A). 

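In stationary phase, 4314 transcripts had a value above 0 in the WT, the Δ*rnb*Δ*rnr* mutant or both. The fold-change of each transcript was computed from the deposited RPKM after scaling both libraries by a trimmed mean of the log ratios (TMM) and adding 1 RPKM to each value. The scale of the Δ*rnb*Δ*rnr* library relative to the WT was 0.751, or -0.414 on the log2 scale. A mean of 8 RPKM after scaling, which is 3 on the log2 scale, took the place of the LogCPM cut-off, and 1429 transcripts were above it. The largest decrease among the transcripts with at least 100 RPKM in one library was that of *prpB*, with 169.6 RPKM in the WT and 1.27 RPKM in the double mutant and a log2 fold-change of -5.91. The paper lists 1153 and 8 reads for this transcript. *gadB* (log2 fold-change -4.28) and *hdeA* (-4.22) followed. The largest increases were those of *rnpB* (1.81), *ymdF* (1.66) and *pspD* (1.58). With 1 library per strain, no per-transcript test could be made and these differences have no replicate check. With a pseudocount of 0.1 RPKM, chosen after seeing the data, the log2 fold-change of *prpB* was -6.55.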

When analysing the RNA-Seq data it is clear that many of the transcripts that are significantly differentially expressed between the different mutants and the WT do not have a high expression value and do not present a high fold-change, for this reason we filtered our results to obtain a list of highly expressed transcripts (LogCPM > 3) and with a fold-change higher than two between the mutant and the WT. We found a total of 292 (Table S1) and 191 (Table S2) differentially expressed transcripts in exponential and stationary phase, respectively. 

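In the stationary-phase libraries, 206 of the 1429 transcripts above the expression cut-off differed more than 2-fold between the WT and the Δ*rnb*Δ*rnr* mutant, which is 14.4% of them. No FDR cut-off was applied, since a single library per strain gives no estimate of the variation between cultures. The number rose to 399 transcripts without the expression cut-off, a setting chosen after seeing the data, and dropped to 107 with the cut-off raised to 32 RPKM. Of the 191 transcripts of the paper's Table S2, 158 were among the 206, or 82.7%. The RPKM printed in that table and the deposited RPKM differed by a relative 4.69e-06 at most. The number for the exponential phase (Table S1) could not be recomputed, since the WT library of that phase is not in the files analysed here.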

In exponential phase the number of transcripts that are up-regulated (61.3%) is higher than the number of down-regulated (38.7%) transcripts for the double mutant. 

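Of the 206 transcripts that passed the cut-offs between the WT and the Δ*rnb*Δ*rnr* mutant in stationary phase, 40 were up-regulated and 166 were down-regulated. The up-regulated transcripts made up 19.4% (95% Wilson interval 14.6% to 25.4%) and the down-regulated transcripts 80.6% (74.6% to 85.4%). The intervals describe the number of listed transcripts only, not the variation between cultures, for which there is no replicate. This share depended most on the scaling of the libraries, as 4.58% were up-regulated when the RPKM were compared as deposited, without the TMM factor. When the unnormalized ratio of reads also had to be at least 2, or at most 0.5, 15 transcripts were up-regulated and the down-regulated ones remained 166.

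**Figure D1:**
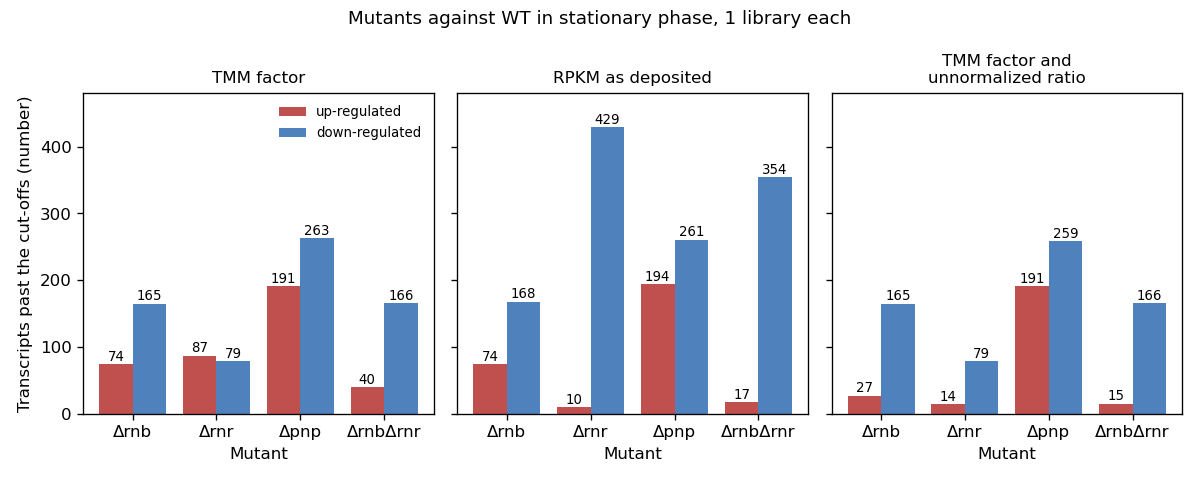
Number of up-regulated (red) and down-regulated (blue) transcripts in the Δ*rnb*, Δ*rnr*, Δ*pnp* and Δ*rnb*Δ*rnr* mutants against the WT in stationary phase, with 1 library per strain. The left panel uses the TMM factor, the middle panel the RPKM as deposited, and the right panel the TMM factor with the additional cut-off on the unnormalized ratio; the Δ*rnr* bars change from 87 up and 79 down in the left panel to 10 up and 429 down in the middle panel.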

On the other hand, in stationary phase most of the transcripts are down-regulated (94.8%) with only a very small percentage (5.2%) being up-regulated (Table 1). We have previously observed this discrepancy in up-regulated and down-regulated transcripts in the Δ*rnb* mutant in exponential phase^23^. To be able to established a better comparison of our current data with the data previously published^23^ we re-analysed the RNA-Seq data with the same workflow used in this study (see Methods section). 

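The 3 single mutants were compared with the WT in stationary phase in the same way as the double mutant, from 1 library per strain (no replicates). Relative to the WT library, the depth was 0.819 for Δ*rnb*, 1.08 for Δ*rnr* and 1.01 for Δ*pnp*, from the reads and RPKM in the supplementary tables. Genes without reads numbered 280 in Δ*rnb*, 488 in Δ*rnr* and 161 in Δ*pnp*, and the median RPKM was 3.77, 2.03 and 3.84. The TMM factor on the log2 scale was close to 0 for Δ*rnb* (-0.0024) and Δ*pnp* (0.0118), and was -0.807 for Δ*rnr*. A total of 239 transcripts passed the cut-offs in the Δ*rnb* mutant, 74 up-regulated and 165 down-regulated. The Δ*rnr* mutant had 166 transcripts past the cut-offs, with 87 up-regulated and 79 down-regulated. For the Δ*pnp* mutant the number was 454, with 191 up-regulated and 263 down-regulated. The percentage of up-regulated transcripts was 31.0% (95% Wilson interval 25.4% to 37.1%) in Δ*rnb*, 52.4% (44.8% to 59.9%) in Δ*rnr* and 42.1% (37.6% to 46.7%) in Δ*pnp*. The Δ*rnr* values moved most between settings, to 439 transcripts with 2.28% up-regulated when the RPKM were taken as deposited. Each deleted gene served as a check of the libraries, since *rnb* had 8.47 RPKM in the WT and 0.166 RPKM in Δ*rnb*, *rnr* 21.0 and 0.897 RPKM in Δ*rnr*, and *pnp* 39.4 and 6.65 RPKM in Δ*pnp*. *nsrR*, which is transcribed with *rnr*, had 36.9 RPKM in the WT and 7.14 RPKM in Δ*rnr*, a log2 fold-change of -1.47. The exponential-phase part of Table 1 could not be recomputed, because the libraries of the WT and the single mutants in that phase are not in the files analysed here.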

The number of total differentially expressed transcripts that have high expression values (LogCPM > 3) and a fold-change higher than 2 between the WT and the different exoribonuclease mutants, as well as the percentage of up and down-regulated transcripts are summarized in Table 1. Although we obtained slightly different number of transcripts differentially expressed when comparing the WT with the different exoribonuclease mutants in exponential phase, overall the data followed the same tendency and the functional annotation was also identical with the previously published data.

**Figure 1:**
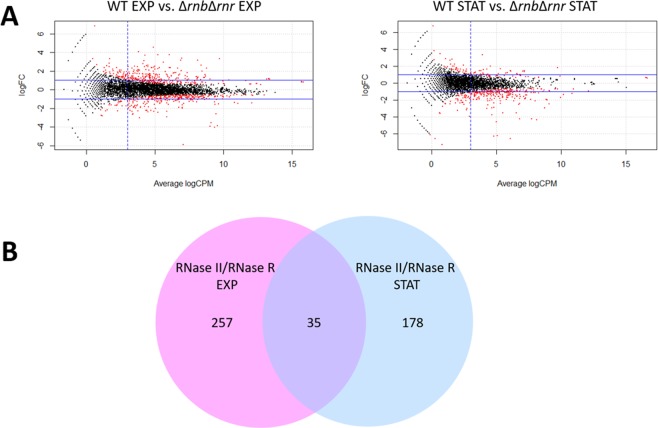
RNase II/RNase R double mutant in exponential and stationary phase. (**A**) MA scatterplot comparing wild-type (WT) with Δ*rnb*Δ*rnr* mutant in exponential and stationary phase. LogFC is the log2 of the fold change for each transcript, average LogCPM is the relative expression value for each transcript. Transcripts in red were considered significantly differentially expressed (FDR < 0.05), the two horizontal blue lines correspond to a fold-change of 2 and the vertical blue line correspond to the LogCPM of 3. These lines represent the filtration steps done to obtain the final list of differentially expressed transcripts. (**B**) Venn diagram comparing the number of transcripts that are significantly differentially expressed between the WT and the double mutant in exponential and stationary phases.

**Table 1:** Number of filtered differentially expressed transcripts between the WT and the exoribonucleases mutants in exponential and stationary phase.

Exoribonuclease mutant	Exponential phase			Stationary phase		
	Total	Up (%)	Down (%)	Total	Up (%)	Down (%)
Δ*rnb*	113	18.6	81.4	178	11.8	88.4
Δ*rnr*	440	63.0	37.0	74	16.2	83.8
Δ*pnp*	630	48.4	51.6	454	35.2	64.8
Δ*rnb*Δ*rnr*	292	61.3	38.7	191	5.2	94.8

Therefore, if we compare the number of up-regulated and down-regulated transcripts of the double mutant with the single mutants we can see that in exponential phase the double mutant is very similar to the Δ*rnr* single mutant (Table 1). 

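In stationary phase, down-regulated transcripts outnumbered the up-regulated ones in the Δ*rnb*Δ*rnr* mutant (166 against 40) and in the Δ*rnb* mutant (165 against 74), but not in the Δ*rnr* mutant (79 against 87). The share of down-regulated transcripts was 80.6% in Δ*rnb*Δ*rnr* (95% Wilson interval 74.6% to 85.4%), 69.0% in Δ*rnb* (62.9% to 74.6%) and 47.6% in Δ*rnr* (40.1% to 55.2%). The largest decreases in the Δ*rnb* mutant among transcripts with at least 100 RPKM in one library were those of *hdeA* (720 RPKM in the WT, 23.6 RPKM in Δ*rnb*, log2 fold-change -4.87), *hdeB* (-4.67) and *gadA* (-4.26), and the largest increases those of the tRNA genes *ileX* (2.09), *ileV* (2.04) and *ileT* (1.99). Among the Δ*rnr* transcripts, *cspB* (-3.60), *gadE* (-2.71) and *prpB* (-2.66) decreased most, and *rydB* (2.28), *glyX* (1.94) and *glyW* (1.90) increased most. Without the TMM factor, 2.28% of the Δ*rnr* transcripts were up-regulated, and the down-regulated transcripts outnumbered the up-regulated ones in all 3 mutants. In Δ*rnr* they also did with the additional cut-off on the unnormalized ratio of reads (79 against 14). The same held without an expression cut-off (215 against 127), a setting chosen after seeing the data. They did not at 32 RPKM (27 against 67) or under the remaining settings. These differences between strains have no replicate check. From the numbers of up- and down-regulated transcripts in Table 1, the paper reasons that the double mutant lies closer to Δ*rnb* than to Δ*rnr* in this phase.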

However, in stationary phase the double mutant is closer to the Δ*rnb* single mutant although in this growth phase the three mutants are quite similar with the number of down-regulated transcripts being much higher than the number of up-regulated transcripts (Table 1, Tables S3 and S4, Fig. S1A,B). This seems to indicate that the double mutant Δ*rnb*Δ*rnr* is more similar to the single mutant Δ*rnr* in exponential phase but in stationary phase the double mutant might be closer to Δ*rnb* single mutant. 

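In the Δ*pnp* mutant in stationary phase, 191 transcripts were up-regulated and 263 were down-regulated among 1564 above the expression cut-off, so that 29.0% of the expressed transcripts passed the fold-change cut-off. The corresponding percentages were 15.2% in Δ*rnb*, 12.4% in Δ*rnr* and 14.4% in Δ*rnb*Δ*rnr*. The largest increases were those of *tpr* (0 RPKM in the WT and 103.4 RPKM in the mutant, log2 fold-change 6.70), *rttR* (5.18) and *ibsA* (5.00). The largest decreases were those of *omrB* (-2.77), *hdeB* (-2.70) and *hdeA* (-2.48). Because *tpr* had no reads in the WT, its fold-change is set by the pseudocount, and it was 10.0 on the log2 scale with a pseudocount of 0.1 RPKM, which was chosen after seeing the data. The total for Δ*pnp* was 210 transcripts with the expression cut-off at 32 RPKM, 837 without an expression cut-off, a setting chosen after seeing the data, and 455 with the RPKM as deposited. No second library of any strain was available to measure the variation of these numbers. The paper concludes from its Table 1 that the up- and down-regulated transcripts are more balanced in Δ*pnp* than in the other mutants, and that this mutant has the highest total.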

The Δ*pnp* mutant does not present such high differences with regards to the number of up and down-regulated transcripts in neither growth phase, although it is the mutant that presents the higher number of total differential expressed transcripts in both growth phases (Table 1, Table S5, Fig. S1C).

We then compared the transcripts that are being affected by the deletion of both exoribonucleases in exponential and stationary phase. 

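The stationary-phase list of the Δ*rnb*Δ*rnr* mutant could be compared only with the exponential-phase list that the paper gives in Table S1, since the WT library of that phase is not in the files analysed here. Of the 206 transcripts past the cut-offs in stationary phase, 27 were among the 292 transcripts of the paper's Table S1, which is 9.25% of that table. With an expression cut-off of 32 RPKM in place of 8 RPKM, the number in common was 12. Without the TMM factor it was 38. Since the Table S1 list came from the authors' edgeR workflow and the 206 transcripts from a comparison of the deposited RPKM without an FDR cut-off, the 2 lists were not made in the same way. The paper takes the small number of common transcripts as evidence that most effects of the double deletion are specific to the growth phase.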

We found that only 35 transcripts are common to both growth phases while most of the transcripts that are significantly affected by the deletion of both RNase II and RNase R are growth phase specific (Fig. 1B). These results seem to suggest that the double mutant is not simply a merger of the single mutants and there must be compensation mechanisms that are dependent of the growth phase.

### Comparison of the phosphorolytic and hydrolytic activities of the exoribonucleases

RNase II and RNase R belong to the same family of enzymes and although they have distinct modes of action, they are both hydrolytic enzymes. On the other hand, PNPase is a phosphorolytic enzyme and belongs to a different family of enzymes. Since there is some overlap between the three enzymes we decided to analyse if this overlay was influenced by the activity differences (hydrolytic *vs* phosphorolytic) between the three exoribonucleases on both exponential and stationary phase. For this we compared the filtered lists of differentially expressed transcripts between the WT and the different mutants to identify which transcripts were being affected in two or more mutants. 

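Among the 4 mutants in stationary phase, Δ*pnp* had the highest number of transcripts past the cut-offs, with 454 against 206 in the Δ*rnb*Δ*rnr* mutant. Both numbers come from single libraries compared with the same WT library, and there is no replicate with which to test their difference. This order was kept under each alternative setting. The nearest approach came from the RPKM as deposited, with 455 transcripts in Δ*pnp* and 371 in Δ*rnb*Δ*rnr*, a setting in which Δ*rnr* had 439. When the Δ*rnb*Δ*rnr* library was compared directly with the Δ*pnp* library, 262 transcripts passed the cut-offs, 88 of them higher and 174 lower in the double mutant. Among transcripts with at least 100 RPKM in one library, *tpr* (log2 fold-change -6.51), *rttR* (-6.30) and *miaA* (-4.79) were lower in the double mutant by the widest margin, and *ymdF* (2.77), *omrB* (2.37) and *rplT* (2.00) were higher. Since *tpr* had 0 RPKM in the double mutant, its fold-change is set by the pseudocount. From the totals in Table 1, the paper reasons that losing the phosphorolytic enzyme has a larger effect than losing both hydrolytic enzymes.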

PNPase deletion mutant presented the higher number of affected transcripts in both growth phases suggesting that deletion of the phosphorolytic exoribonuclease has a more significant impact than even the deletion of both degradative hydrolytic exoribonucleases (Table 1). 

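In stationary phase, the Δ*rnb* and Δ*rnr* lists held 239 and 166 transcripts, a sum of 405, against 206 transcripts in the Δ*rnb*Δ*rnr* list. The union of the 2 single-mutant lists held 339 transcripts. Of the 206 transcripts of the double mutant, 39 were in no other list, while 49 transcripts were found in Δ*rnb* only and 63 in Δ*rnr* only. When the RPKM were compared as deposited, the double mutant had 371 transcripts against 242 in Δ*rnb* and 439 in Δ*rnr*. Each list rests on 1 library, so the difference between the double mutant and the sum of the single mutants has no replicate check.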

In fact, the double mutant Δ*rnb*Δ*rnr* seems to affect much less transcripts than the sum of transcripts that change in single mutants in both growth phases. When comparing the transcripts affected only a small number of transcripts are affected in all exoribonuclease mutants (Fig. 2). 

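In stationary phase, 19 transcripts passed the cut-offs in all 4 mutants, out of 678 that did so in at least 1 mutant. Of these, 16 were down-regulated in every mutant, namely *acs*, *aldA*, *ariR*, *astC*, *csiD*, *cspA*, *cspB*, *cspG*, *gadE*, *hdeB*, *ilvN*, *prpB*, *sdhC*, *sdhD*, *spy* and *sthA*. None was up-regulated in every mutant, and *prpE*, *yjjZ* and *yneM* changed in a different direction in at least 1 of them. All 4 comparisons share the single WT library. The number of common transcripts depended most on the scaling, and was 53 with the RPKM as deposited.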

In exponential phase only 16 transcripts are affected in all mutants while in stationary phase only 17 transcripts were common to all mutants. However, in exponential phase the double mutant and the RNase R single mutant have 134 transcripts in common while in stationary phase the number of common transcripts between the double mutant and RNase R single mutant is much less significant (only 2 transcripts). 

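In stationary phase, 8 transcripts passed the cut-offs in the Δ*rnb*Δ*rnr* and Δ*rnr* mutants and in no other mutant, namely *adhP*, *csiR*, *metY*, *rdlD*, *rnr*, *yhcN*, *ymgC* and *zapA*. One of them, *rnr*, is the gene deleted in both strains. With the transcripts that also passed in Δ*rnb* or Δ*pnp* included, Δ*rnb*Δ*rnr* and Δ*rnr* had 37 transcripts in common, 18.0% of the double-mutant list and 22.3% of the Δ*rnr* list. The RPKM as deposited changed this overlap most, to 51 transcripts found in Δ*rnb*Δ*rnr* and Δ*rnr* only. With the additional cut-off on the unnormalized ratio of reads, 4 transcripts were shared by these mutants alone. These overlaps come from single libraries (no replicates).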

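In stationary phase, 29 transcripts passed the cut-offs in the Δ*rnb*Δ*rnr* and Δ*rnb* mutants and in no other mutant, among them *acnA*, *dnaK*, *dps*, *groL*, *groS*, *osmY*, *sodA* and *sodC*. Counting those that also passed in Δ*rnr* or Δ*pnp*, the Δ*rnb*Δ*rnr* and Δ*rnb* lists had 114 transcripts in common, which is 55.3% of the double-mutant list and 47.7% of the Δ*rnb* list. The single mutant with the larger overlap changed with the RPKM as deposited, where the double mutant had 145 transcripts (39.1% of its list) in common with Δ*rnb* and 172 (46.4%) with Δ*rnr*. The number found in Δ*rnb*Δ*rnr* and Δ*rnb* alone was 27 with the RPKM as deposited and 27 with the additional cut-off on the unnormalized ratio. It moved furthest, to 45, when the expression cut-off was dropped, a setting chosen after seeing the data. The lists rest on 1 library per strain and the same WT library, so that their overlap includes whatever is particular to that WT culture.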

On the other hand, the number of common transcripts between the double mutant and the RNase II mutant is higher in stationary phase (27 transcripts) than in exponential phase (7 transcripts). These results further demonstrate that the double mutant is closer to RNase R single mutant in exponential phase but in stationary phase the double mutant seems to be closer to RNase II single mutant. 

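The similarity of the double mutant to each single mutant in stationary phase was also measured on the fold-changes themselves, over the 1282 transcripts above the expression cut-off in all 4 comparisons with the WT. Across these transcripts, the log2 fold-changes of Δ*rnb*Δ*rnr* and Δ*rnb* had a Pearson correlation of 0.749 and a Spearman correlation of 0.690. For Δ*rnb*Δ*rnr* and Δ*rnr* the correlations were 0.289 and 0.297, and for Δ*rnb*Δ*rnr* and Δ*pnp* 0.542 and 0.582. These are correlations across genes, which are not independent replicates, and the shared WT library adds a common part to each of them. The double mutant also shared tetracycline in the medium with Δ*rnb* and kanamycin with Δ*rnr*. A comparison that does not pass through the WT library gave the same order for Δ*rnb* and Δ*rnr*. Between Δ*rnb*Δ*rnr* and Δ*rnb*, 101 transcripts passed the cut-offs (41 higher and 60 lower in the double mutant), and 264 between Δ*rnb*Δ*rnr* and Δ*rnr* (81 higher and 183 lower). The order of Δ*pnp* and Δ*rnr* depended on the setting. Against Δ*pnp* 262 transcripts passed, 18.7% of those above the expression cut-off, compared with 22.1% against Δ*rnr*. At 32 RPKM the numbers were 106 and 141. The order was reversed with the RPKM as deposited (360 and 261) and with the rRNA genes left out (262 and 255). It was also reversed without an expression cut-off (568 and 514), a setting chosen after seeing the data. Among transcripts with at least 100 RPKM in one library, *gadA* (log2 fold-change -4.26), *gadB* (-4.14) and *hdeA* (-3.20) were the furthest below Δ*rnr*, and *sokB* (-2.27), *serU* (-2.11) and *rdlD* (-2.07) the furthest below Δ*rnb*. Raising the expression cut-off to 32 RPKM changed the Pearson correlations most, to 0.791 with Δ*rnb* and 0.353 with Δ*rnr*. From the overlaps of the lists in Fig. 2, the paper proposes that the double mutant may be nearer to the RNase II mutant than to the RNase R mutant in this phase.

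**Figure D2:**
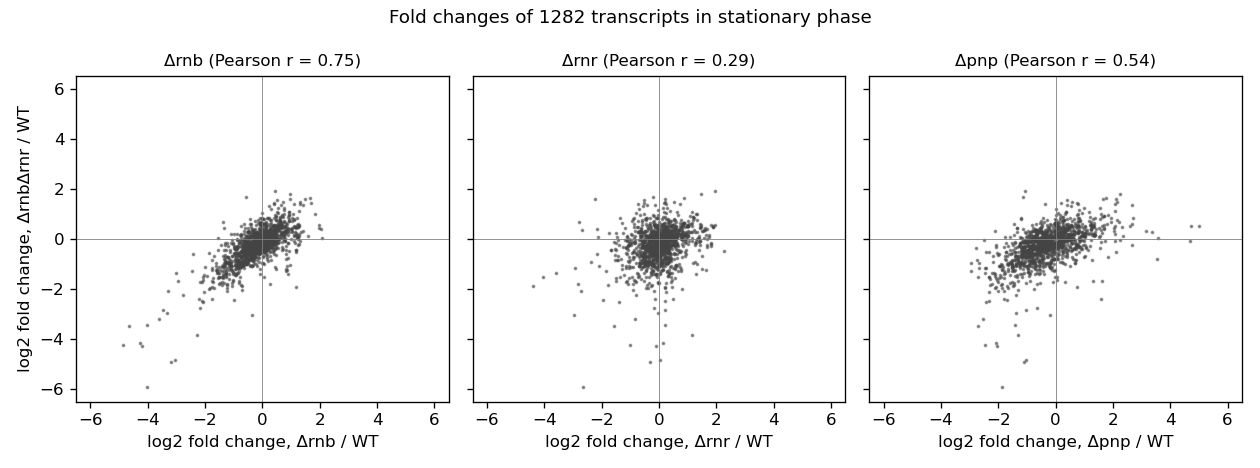
Log2 fold-change of 1282 transcripts in Δ*rnb*Δ*rnr* over WT (y axis) against that in Δ*rnb*, Δ*rnr* or Δ*pnp* over WT (x axis) in stationary phase, each point 1 transcript and each strain 1 library. The points follow the diagonal most closely for Δ*rnb* (Pearson correlation 0.75) and least for Δ*rnr* (0.29), with Δ*pnp* between them (0.54).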

Furthermore, when comparing the double mutant to the PNPase single mutant we found that there is a significant number of transcripts that are affected in both mutants. However, this is more relevant for the double mutant with 118 transcripts of a total of 292 transcripts (40%) that are affected by the deletion of the hydrolytic exoribonucleases also being affected by PNPase deletion in exponential phase, while in stationary phase this is even more significant with 134 transcripts of a total of 213 transcripts (63%) also being affected in the PNPase mutant (Fig. 2). 

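In stationary phase, 126 of the 206 transcripts past the cut-offs in the Δ*rnb*Δ*rnr* mutant also passed them in the Δ*pnp* mutant, which is 61.2% of the double-mutant list and 27.8% of the Δ*pnp* list. The direction was the same in both mutants for 121 of the 126. Of the shared transcripts, 39 passed in no other mutant and 62 also passed in Δ*rnb* but not in Δ*rnr*. A further 6 also passed in Δ*rnr* but not in Δ*rnb*, and 19 passed in every mutant. With the RPKM as deposited, 50.7% of the double-mutant list was shared, the furthest any setting moved the percentage. As in the other overlaps, 1 library per strain was available. From transcripts affected in both mutants, a larger share in stationary phase, the paper proposes that the hydrolytic and phosphorolytic enzymes overlap in their actions.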

On the other hand, PNPase deletion seems to affect many transcripts that are not affected when both RNase II and RNase R are deleted. 

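In stationary phase, 261 of the 454 transcripts of the Δ*pnp* list passed the cut-offs in none of the other mutants. The transcripts found in 1 mutant only were 49 for Δ*rnb*, 63 for Δ*rnr* and 39 for Δ*rnb*Δ*rnr*. The expression cut-off moved the total for Δ*pnp* most, to 210 transcripts at 32 RPKM and to 837 with no cut-off, the latter a setting chosen after seeing the data. Among the transcripts with the largest increases in Δ*pnp*, *rttR* had 3.83 RPKM in the WT, 176 RPKM in Δ*pnp* and 0.829 RPKM in Δ*rnb*Δ*rnr*. The difference between the mutants was not tested against variation between cultures, for which no replicate exists. The paper reasons from the transcripts outside the overlap that the phosphorolytic activity has the broader role.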

Overall this result suggests that there is a definitive overlap between the actions of the hydrolytic and the phosphorolytic exoribonucleases and that the phosphorolytic activity seems to have a broader role over the hydrolytic activity in the cell metabolism, especially in stationary phase.

**Figure 2:**
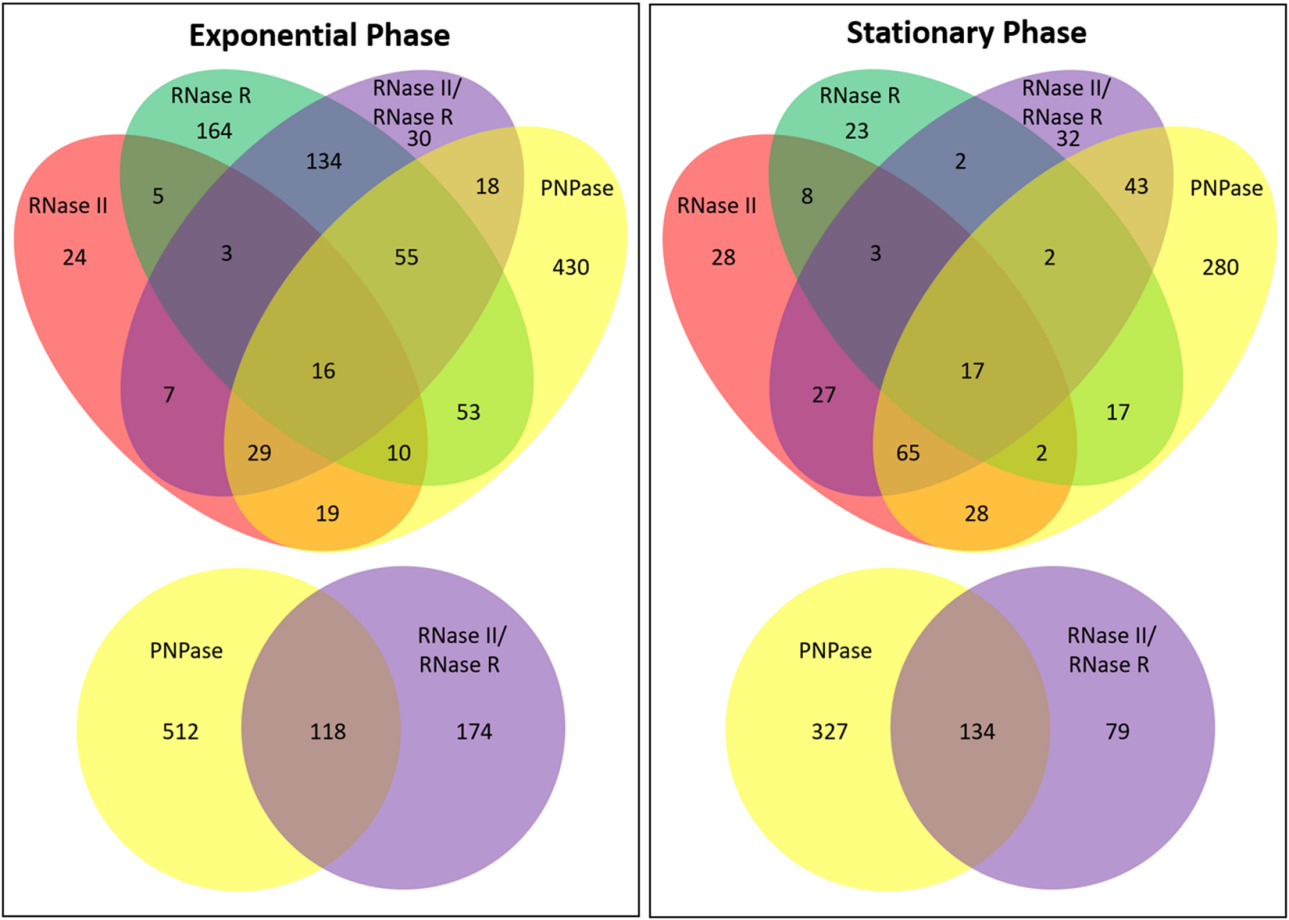
Comparison of the phosphorolytic and hydrolytic activities of the exoribonucleases. Venn diagram comparing the number of transcripts that are significantly differentially expressed between the WT and the different exoribonuclease mutants in exponential and stationary phases.

### Global changes between exponential and stationary phase

The bacteria life cycle often involves a transition from exponential (rapid growth) to stationary phase (slow growth). This transition from one growth phase to the other requires a massive adjustment of the bacteria transcriptome^1^ that translates into a reorganization of the bacteria physiology and morphology^4^. In this work we analysed the full transcriptomic changes between the exponential and stationary phases in the WT and the different exoribonuclease mutants. 

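Of the strains compared between the growth phases, only the Δ*rnb*Δ*rnr* mutant has both libraries in the files analysed here, with 1 library per phase (no replicates). The exponential-phase culture was harvested at an OD600 of 0.5 and the stationary-phase culture after 16 h, in the same medium and at 37 °C. Both libraries hold the RPKM that the authors deposited. From the reads and RPKM of the supplementary tables, the depth of the exponential-phase library was 1.06 times, and that of the stationary-phase library 0.925 times, the depth of the stationary-phase WT library. No read was assigned to 59 genes in exponential phase and to 328 genes in stationary phase. The median RPKM was 18.6 in exponential and 2.85 in stationary phase, and 2866 and 1281 genes were above 8 RPKM. In stationary phase the gene with the highest value was *ssrS*, with 127214 RPKM against 25657 RPKM in exponential phase. The TMM factor of the stationary over the exponential library was 0.165, or -2.60 on the log2 scale. This factor treats the middle of the distribution as unchanged, so fold-changes computed with it are relative to the typical transcript, and without it the median transcript above the cut-off changed by -2.72 on the log2 scale.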

As expected, we found a large number of transcripts that are being differentially expressed when comparing the same strain in the exponential *vs*. the stationary phase in all strains analysed (Fig. 3). Comparing the different MA scatterplots, there is a similar pattern of transcripts distribution, however in the double mutant it is possible to observe that the distribution of the up-regulated transcripts is slightly reduced than in the other strains. We again filtered the differentially expressed transcripts and found that in all strains there is around 1000 transcripts being affected when comparing the exponential and the stationary phase (Tables 2 and S6–S10). 

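Between the exponential and stationary phases of the Δ*rnb*Δ*rnr* mutant, 4411 transcripts had a value above 0 in at least 1 library and 2337 were above the expression cut-off. Of these, 1353 changed more than 2-fold after scaling with the TMM factor, which is 57.9%. With the RPKM as deposited, 188 transcripts were up-regulated and 2140 were down-regulated, the largest change of these numbers under any setting. No FDR cut-off could be applied to a pair of single libraries, and the number has no replicate check. The corresponding numbers of the other strains could not be recomputed, since their exponential-phase libraries are not in the files analysed here.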

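In the Δ*rnb*Δ*rnr* mutant, 701 transcripts were down-regulated and 652 were up-regulated in stationary relative to exponential phase, so that 51.8% of the changed transcripts were down-regulated (95% Wilson interval 49.1% to 54.5%). This near balance holds for fold-changes relative to the typical transcript. Of the 2337 transcripts above the expression cut-off, 15.0% had a higher RPKM as deposited in stationary phase than in exponential phase, and 44.4% had a higher value after scaling. The count of down-regulated transcripts moved most when the RPKM were not scaled, to 2140. From its Table 2 the paper concludes that most of the affected transcripts are down-regulated in stationary phase.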

Moreover, we found that most of these transcripts are down-regulated in stationary phase while a smaller number are up-regulated (Tables 2 and S6–S10). The difference in distribution pattern for the double mutant does however translate to a lower number of up-regulated transcripts (173 transcripts) between exponential and stationary phase while all other strains have more than 200 transcripts being up-regulated with the WT having more than 350 transcripts up-regulated (Table 2). 

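In the Δ*rnb*Δ*rnr* mutant, 652 transcripts were up-regulated in stationary phase after scaling with the TMM factor. The count depended on the handling of the scale. It was 188 for the RPKM as deposited and 195 when the unnormalized ratio of reads also had to be at least 2. With the expression cut-off raised to 32 RPKM, 356 transcripts were up-regulated. There is 1 library per phase, and the libraries of the other strains in exponential phase are not in the files analysed here, so the comparison between strains could not be recomputed.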

It is also noteworthy the fact that are several highly expressed transcripts with very high fold-changes (Fig. 3, Tables S6–S10) because when transitioning from exponential to stationary phase bacteria need to significantly decrease their cellular metabolism. 

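In the Δ*rnb*Δ*rnr* mutant, 167 of the 2337 transcripts above the expression cut-off changed more than 16-fold between the phases, 138 of them up-regulated and 29 down-regulated in stationary phase. Among transcripts with at least 100 RPKM in one phase, *ymdF* increased most, from 0.710 RPKM in exponential phase to 288 RPKM in stationary phase (log2 fold-change 9.11), followed by *ryeA* (7.78) and *arrS* (7.73). *malK* decreased most, from 378 RPKM to 0.381 RPKM (-6.32), followed by *tpr* (-5.98) and *ompT* (-5.74). Since *tpr* had 0 RPKM in stationary phase, its fold-change is set by the pseudocount. The balance of these large changes was reversed with the RPKM as deposited, where 423 transcripts changed more than 16-fold, 15 up-regulated and 408 down-regulated. In that setting, the log2 fold-change of *ymdF* was 7.40 and that of *tpr* was -7.27. Each value comes from 1 library per phase, without replicates. The paper explains such large changes by the need of the cells to reduce their metabolism on entry into stationary phase.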

These results are in agreement with other reports^1,4^ and confirm how drastic the changes from exponential to stationary phase are. A growth curve for all strains showed that there are differences in the growth of the wild-type cells and the different mutants and as expected the double mutant did present the slower growth rate of all strains (Fig. S3).

**Figure 3:**
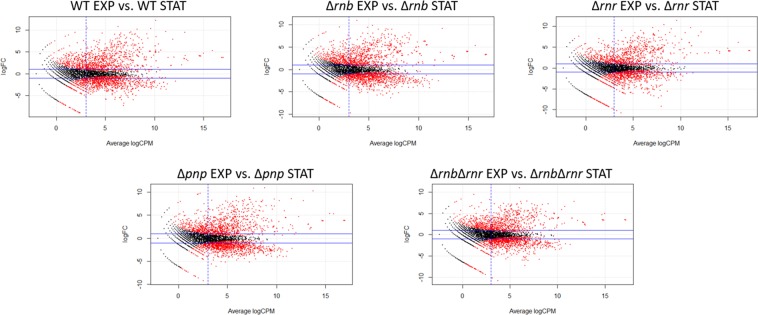
Global changes between exponential and stationary phase. MA scatterplots comparing the exponential with stationary phase for each of the strains. LogFC is the log2 of the fold change for each transcript, average LogCPM is the relative expression value for each transcript. Transcripts in red were considered significantly differentially expressed (FDR < 0.05), the two horizontal blue lines correspond to a fold-change of 2 and the vertical blue line correspond to the LogCPM of 3. These lines represent the filtration steps done to obtain the final list of differentially expressed transcripts.

**Table 2:** Number of filtered differentially expressed transcripts between exponential and stationary phase in the WT and the exoribonucleases mutants.

Exoribonuclease mutant	Up-regulated	Down-regulated	Total
WT	357	813	1170
Δ*rnb*	288	896	1184
Δ*rnr*	249	780	1029
Δ*pnp*	261	950	1211
Δ*rnb*Δ*rnr*	173	901	1074

### Overlap between the exponential and stationary phases in the WT and exoribonuclease mutants

The exoribonucleases have different roles during the exponential and the stationary phase of growth. For example, during exponential phase PNPase protects some small RNAs while during stationary phase it was found that PNPase would degrade those small RNAs^33,38^. We then compared the transcripts that were being affected between the two growth phases in the different strains. We found that 491 transcripts are affected independently of the strain (Fig. 4), suggesting that these core transcripts are essential for the adaptation of the bacteria to the different growth conditions. 

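Between the growth phases, the Δ*rnb*Δ*rnr* list held 1353 transcripts. It was compared with the paper's lists for the WT (Table S6), Δ*rnb* (Table S7) and Δ*rnr* (Table S8). Of the 1170 transcripts in Table S6, 851 were also in the list of the double mutant, or 72.7%. For Table S7 the overlap was 853 of 1184 (72.0%), and for the part of Table S8 that could be read it was 769 of 1020 (75.4%). All 3 of these tables and the double-mutant list had 595 transcripts in common. Only the Δ*rnb*Δ*rnr* list was computed from the deposited RPKM, from 1 library per phase, and the other lists are the paper's. The paper's list for Δ*pnp* was not in the parts of its supplement that could be read. The 595 transcripts therefore do not cover every strain. The overlap with all 3 tables moved most when the expression cut-off was raised to 32 RPKM, to 380 transcripts. The paper proposes that the transcripts affected in every strain form a core needed to adapt to the growth conditions.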

It was however surprising the fact that in the PNPase mutant there are 209 transcripts that do not overlap with any other strain. This number is significantly higher than the number of transcripts in the other strains that do not overlap (WT – 112, RNase II – 83, RNase R – 116 and RNase II/RNase R – 98). It is also noteworthy that from the transcripts that do overlap there is only 8 transcripts that overlap with all exoribonucleases and not with the WT (Fig. 4) once again suggesting that there are compensatory mechanisms when the exoribonucleases are not present.

**Figure 4:**
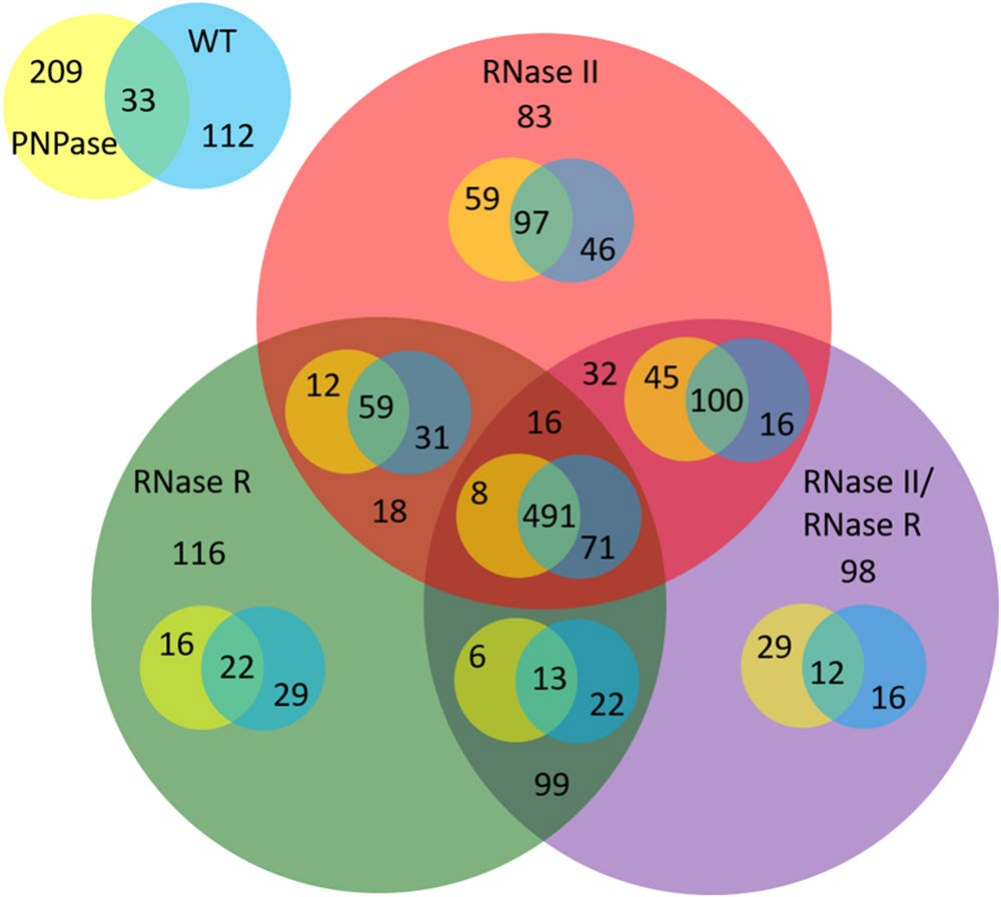
Overlap between the exponential and stationary phases in the WT and exoribonuclease mutants. Venn diagram comparing the number of transcripts that are significantly differentially expressed between the exponential and the stationary phase for the WT and the different exoribonuclease.

### Biological processes affected when cells transition between exponential and stationary phase

Bacteria have a unique capability to rapidly adjust its transcriptome to different growth conditions and as mentioned before more than 1000 transcripts are being affected when comparing the transcriptome of cells in exponential and stationary phase. We then decided to analyse exactly what were these transcripts and their roles in the cell. For this we did a functional annotation analysis of all the transcripts affected in the different strains. Previous work had already shown that in exponential phase the exoribonucleases affected processes related to motility and biofilm formation^23^. We also analysed the processes affected by the exoribonucleases in stationary phase when compared to the WT and found that in this growth phase the TCA cycle is affected in the RNase II, PNPase and the double mutant but not in the RNase R mutant (Fig. S2). 

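The change of the TCA cycle in stationary phase was followed in a set of 18 transcripts of the TCA and glyoxylate cycles, all of which had a value. In the Δ*rnb* mutant 9 of the 18 passed the cut-offs, all down-regulated, against 5.34% of the other transcripts (Fisher's exact test, p = 1.30e-07, and 4.98e-07 after Benjamini-Hochberg adjustment over 23 gene-set tests). For the Δ*pnp* mutant the number was 16 of 18 (p = 1.84e-14, adjusted 2.12e-13, same Fisher's exact test), and for the Δ*rnb*Δ*rnr* mutant 10 of 18 (p = 1.56e-09, adjusted 8.95e-09). In the Δ*rnr* mutant 3 of 18 passed, *fumA*, *sdhC* and *sdhD*, all down-regulated (Fisher's exact test, p = 0.0306, adjusted 0.047). The median log2 fold-change of the set was -0.985 in Δ*rnb*, -1.76 in Δ*pnp*, -1.02 in Δ*rnb*Δ*rnr* and -0.331 in Δ*rnr*. For *aceA*, which had 788 RPKM in the WT, the log2 fold-change was -2.12 in Δ*rnb*, -2.33 in Δ*pnp*, -2.50 in Δ*rnb*Δ*rnr* and 0.215 in Δ*rnr*. Transcripts of one operon do not vary independently, and with 1 library per strain the test compares genes, not cultures. The set also holds *aceA*, *acnA*, *gltA*, *icd*, *sdhC* and *sucD*, which the authors selected for qPCR from affected transcripts, so it is not fully independent of that choice. The Δ*rnr* result was the least stable, with p = 1 and no transcript past the cut-offs when the expression cut-off was 32 RPKM, and p = 2.44e-06 with 10 of 18 past the cut-offs when the RPKM were taken as deposited (Fisher's exact test). From its functional annotation in Fig. S2, the paper concludes that the TCA cycle is affected in all mutants except the RNase R mutant.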

Moreover, we found that all exoribonuclease mutants affected transcripts related to stress response mechanisms. 

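Stress response transcripts in stationary phase were followed in 3 sets, the 9 stress transcripts of Table 3, a set of 20 heat shock transcripts and a set of 21 oxidative stress transcripts. All 9 transcripts of the first set were down-regulated past the cut-offs in Δ*rnb* (Fisher's exact test, p = 4.16e-12, adjusted 3.19e-11), 6 of 9 in Δ*rnb*Δ*rnr* (p = 8.22e-07, adjusted 2.10e-06), 5 of 9 in Δ*pnp* (p = 0.0011, adjusted 0.002) and 0 of 9 in Δ*rnr* (p = 1). For *dnaK*, with 1509 RPKM in the WT, the log2 fold-change was -1.75 in Δ*rnb* and -1.24 in Δ*rnb*Δ*rnr*. *katG* had 28.1 RPKM in the WT, with log2 fold-changes of -1.39 in Δ*rnb*, -2.12 in Δ*pnp*, -1.48 in Δ*rnb*Δ*rnr* and 0.312 in Δ*rnr*. Of the heat shock set, 7 of 20 transcripts passed in Δ*rnb* (p = 6.01e-05, adjusted 1.38e-04, Fisher's exact test), 4 in Δ*pnp* (p = 0.147), 3 in Δ*rnb*Δ*rnr* (p = 0.0672) and 1 in Δ*rnr* (p = 0.548). Of the oxidative stress set, 10 of 21 passed in Δ*rnb*Δ*rnr* (p = 1.11e-08, adjusted 5.09e-08), 9 in Δ*rnb* (p = 6.79e-07, adjusted 2.09e-06), 9 in Δ*pnp* (p = 1.23e-04, adjusted 2.57e-04) and 1 in Δ*rnr* (p = 0.566), by Fisher's exact test. The setting that moved these results most was the use of the RPKM as deposited, with which 15 of the 20 heat shock transcripts passed in Δ*rnr* (Fisher's exact test, p = 1.15e-11). The authors selected the 9 transcripts of Table 3 for qPCR from those significantly affected. Their over-representation therefore follows at least in part from this choice and is not independent evidence. The sets also overlap. The heat shock set holds *clpB*, *dnaK*, *groL*, *htpG* and *ibpA* of Table 3, the oxidative stress set *katE* and *katG*, and the TCA cycle set *acnA* and *icd*. The results of these sets are thus not separate from each other or from that choice. All tests are across genes of single libraries. From the annotation of the affected transcripts, the paper concludes that each of the mutants changes stress response transcripts.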

These results suggest that in stationary phase the exoribonucleases have a greater role in the cell response to stress. Next, we analysed the biological processes that were being affected between the exponential and stationary phase for all strains (Fig. 5). As expected in all strains translation was found to be the main process affected. 

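Between the phases, 49 of 54 ribosomal protein transcripts passed the cut-offs in the Δ*rnb*Δ*rnr* mutant, all of them down-regulated in stationary phase, against 29.9% of the other transcripts (Fisher's exact test, p = 2.15e-20, adjusted 4.95e-19). All 54 had a log2 fold-change below 0, with a median of -2.07 and a range from -3.34 to -0.0241, relative to the typical transcript. The result held under each alternative setting, with the largest p in the comparison with expressed transcripts only (Fisher's exact test, p = 1.58e-07). The values come from 1 library per phase, and ribosomal protein genes are largely transcribed in operons, so that they are not independent of each other. In the paper's functional annotation (Fig. 5), translation is the main process affected in this and the other strains.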

This process is essential for the cells to be able to transition from one growth phase to the other since the cell needs to control the amount of proteins being produced to be able to survive. Furthermore, we found that all strains had most of the same processes being affected. To better analyse this result, we constructed a diagram with the distribution of the different processes affected in the different strains (Fig. 6). Interestingly we found that there were some unique processes being affected in specific strains. Iron ion homeostasis was found to be affected only in the RNase R mutant, the biosynthesis of lipopolysaccharides was affected only in the RNase II mutant and DNA replication was found to be affected only in the PNPase mutant. 

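Between the phases in the Δ*rnb*Δ*rnr* mutant, 18 of 42 iron ion homeostasis transcripts passed the cut-offs, 2 up-regulated and 16 down-regulated in stationary phase (Fisher's exact test, p = 0.0935, adjusted 0.126). Among them, *fecC* had 112 RPKM in exponential phase and 0.426 RPKM in stationary phase (log2 fold-change -4.50), and *fhuB* 48.9 and 1.07 RPKM (-2.52). For *fre* the log2 fold-change was -1.56. Of the lipopolysaccharide core set, 23 of 26 transcripts had a value and 7 passed the cut-offs, all down-regulated (Fisher's exact test, p = 1). *waaC* (-2.54) was among the 7, and *waaY* (-0.633) was not past the cut-offs. *lpxK* (-1.93), a Table 3 transcript not counted in this set, was past them. Both sets depended on the scaling, and with the RPKM as deposited 35 of the 42 iron transcripts (Fisher's exact test, p = 6.20e-05) and 22 of the 23 lipopolysaccharide transcripts (p = 9.36e-06) passed the cut-offs. With 1 library per phase these values have no replicate check. The paper bases its statement on the processes that its annotation found for the single mutants but not for the double mutant (Fig. 6), and proposes that compensatory mechanisms act in the double mutant. For lipopolysaccharides, its Discussion attributes the restriction to its p-value threshold. It states that a looser threshold would bring up this process in the remaining strains too.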

Noteworthy the double mutant (RNase II/RNase R) does not appear to affect neither the iron ion homeostasis nor the biosynthesis of lipopolysaccharides suggesting that in the double mutant there must exist compensatory mechanisms that are not activated in the single mutants. 

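Of 34 transcripts for anaerobic respiration, 17 passed the cut-offs between the phases in the Δ*rnb*Δ*rnr* mutant, all down-regulated in stationary phase, against 30.5% of the other transcripts (Fisher's exact test, p = 0.0232, adjusted 0.0381). *dmsA* had 55.2 RPKM in exponential and 0.406 RPKM in stationary phase, a log2 fold-change of -3.55. *frdA* (-2.65) and *napA* (-3.82) decreased as well. Of the 34 transcripts, 27 had a log2 fold-change below 0, and the median was -1.83. The over-representation was lost with the expression cut-off at 32 RPKM (4 of 34 past the cut-offs, odds ratio 0.735, Fisher's exact test, p = 0.810) and with the RPKM as deposited (22 of 34, p = 0.172). It was stronger, with p = 9.78e-05, when the other expressed transcripts were the background (Fisher's exact test). The WT libraries needed for the same comparison are not in the files analysed here, and each phase of the double mutant has 1 library (no replicates). The paper reaches its statement by comparing the annotated processes between strains (Fig. 6).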

Another interesting result is the aerobic and anaerobic respiration processes that are not affected when comparing the WT cells in exponential and stationary phase but are affected by two of the exoribonuclease mutants (Fig. 6). These results show that in the exoribonuclease mutants there are processes affected between the exponential and stationary phase which are not affected in the WT cells. Moreover, and in agreement with our previous results we can also found that there are biological processes that are affected by the double mutant and only by RNase II or RNase R. For example, RNase R and the double mutant affect the response to oxidative stress that is not affected by the RNase II mutant, while the cellular amino acid biosynthetic process is affected by the double mutant and the RNase II mutant but not by the RNase R mutant. 

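The Δ*rnb*Δ*rnr* mutant had 14 of 21 oxidative stress transcripts that passed the cut-offs between the phases, 9 up-regulated and 5 down-regulated in stationary phase (Fisher's exact test, p = 0.0012, adjusted 0.002). The log2 fold-changes of this set ranged from -2.64 to 5.13, with a median of 1.01. Of 88 transcripts for amino acid biosynthesis, 26 passed, 10 up-regulated and 16 down-regulated, which is close to the 30.7% of the other transcripts (Fisher's exact test, p = 0.907, adjusted 0.994). The oxidative stress result moved most with the expression cut-off at 32 RPKM (4 of 21, Fisher's exact test, p = 0.551), and the amino acid result most with the RPKM as deposited (59 of 88, p = 0.0069). The single library per phase gives no measure of the variation between cultures, and the libraries of the single mutants in exponential phase are not in the files analysed here. The paper assigns these processes to strains from the functional annotation of its lists (Fig. 6).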

To validate some of these results we did qPCR of 27 different transcripts that were significantly affected and that belong to different functional categories. 

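The RNA-Seq fold-changes of the 13 stress and TCA cycle transcripts of Table 3 were recomputed for the 4 mutants in stationary phase and set beside the qPCR values that the paper reports. Over the 52 pairs, the mean absolute difference was 0.732 on the log2 scale, and the direction was the same in 43. The Pearson correlation across these values was 0.356 and the Spearman correlation 0.304, over genes and mutants that are not independent replicates. By mutant, the mean absolute difference was 0.524 in Δ*rnb*, 0.578 in Δ*rnr*, 0.987 in Δ*pnp* and 0.840 in Δ*rnb*Δ*rnr*. For *icd*, with 119 RPKM in the WT, the log2 fold-change was -1.52 in Δ*rnb*, -0.893 in Δ*rnr*, -1.86 in Δ*pnp* and -1.80 in Δ*rnb*Δ*rnr*. The RPKM as deposited gave *icd* a log2 fold-change of -1.69 in Δ*rnr* and gave the same direction as qPCR in 47 of the 52 pairs, with a mean absolute difference of 0.751. All RNA-Seq values rest on 1 library per strain. The paper concludes from Table 3 that qPCR and RNA-Seq correlate well for most transcripts.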

We found a good correlation between the qPCR results and the RNA-Seq data for most of the transcripts analysed (Table 3). However, when comparing the exponential phase with the stationary phases some transcripts had extremely low expression in stationary phase and therefore is not possible to validate by qPCR.

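Among the Table 3 transcripts compared between the phases, *dmsA* in the Δ*rnb*Δ*rnr* mutant had 0.406 RPKM in stationary phase, 0.736% of its 55.2 RPKM in exponential phase. *napA* had 0.342 RPKM (0.555%) and *fecC* 0.426 RPKM (0.382%) in stationary phase in the same mutant. The median of all genes in that library was 2.85 RPKM. At so few reads the fold-change is set in part by the pseudocount, and for *dmsA* the log2 fold-change moved from -3.55 to -4.35 with a pseudocount of 0.1 RPKM, chosen after seeing the data, and to -5.32 with the RPKM as deposited. Each phase is represented by 1 library, without replicates. The paper gives the low expression in stationary phase as the reason why some transcripts could not be measured by qPCR.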

**Figure 5:**
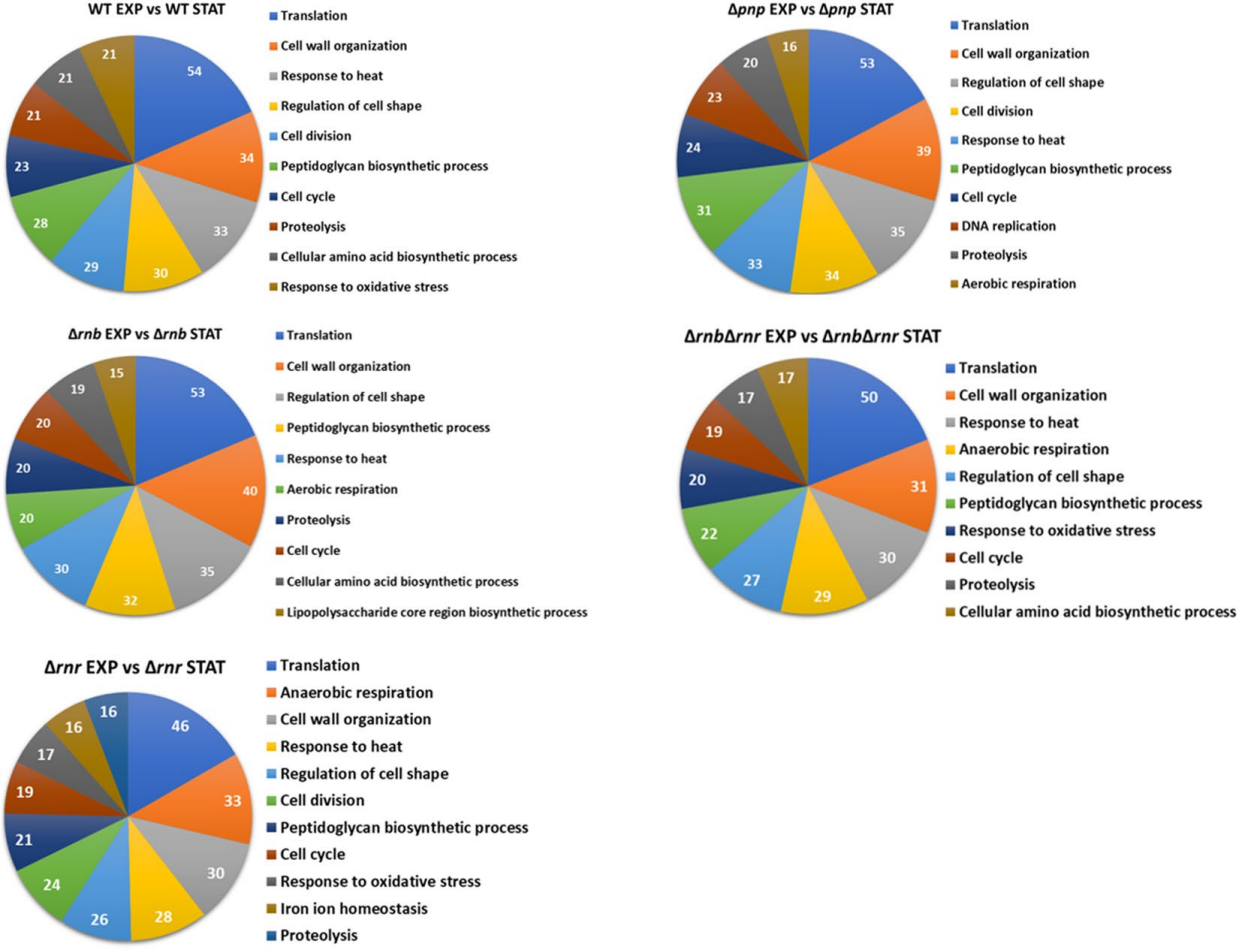
Biological processes affected when the WT and the exoribonuclease mutants enter in stationary phase. Functional annotation of the differentially expressed transcripts between exponential and stationary phase for each of the strains. Transcripts were grouped into different functional categories but only the Gene Ontology category of biological process is represented.

**Figure 6:**
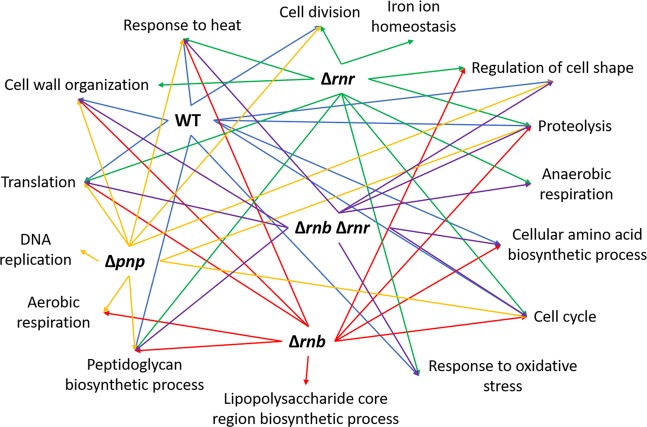
Biological processes affected in the transition between exponential and stationary phases. Diagram representing the connection between the different biological processes affected when comparing the exponential and the stationary phases. We compared the WT in the two phases and showed the relevant processes which were affected; these comparisons were repeated in each mutant strain. Each strain is represented by a different colour.

**Table 3:** Comparison between the values for fold change of some genes using RNA-Seq and qPCR.

Comparison	Functional categories	Transcript	Mutant	RNA-Seq^a^	qPCR^a^
WT vs. exoribonuclease mutant	Stress response transcripts	*acnA*	Δ*rnb*	0.39	0.49
			Δ*rnr*	0.75	0.80
			Δ*pnp*	0.52	0.37
			Δ*rnb*Δ*rnr*	0.27	0.66
		*clpB*	Δ*rnb*	0.36	0.45
			Δ*rnr*	0.50	0.73
			Δ*pnp*	0.44	0.51
			Δ*rnb*Δ*rnr*	0.42	0.86
		*dnaK*	Δ*rnb*	0.24	0.49
			Δ*rnr*	0.45	0.83
			Δ*pnp*	0.64	0.78
			Δ*rnb*Δ*rnr*	0.29	0.54
		*groL*	Δ*rnb*	0.27	0.39
			Δ*rnr*	0.51	0.68
			Δ*pnp*	0.54	0.60
			Δ*rnb*Δ*rnr*	0.27	0.55
		*htpG*	Δ*rnb*	0.33	0.45
			Δ*rnr*	0.52	0.74
			Δ*pnp*	0.35	0.55
			Δ*rnb*Δ*rnr*	0.35	0.59
		*ibpA*	Δ*rnb*	0.33	3.67
			Δ*rnr*	0.42	0.49
			Δ*pnp*	0.57	0.58
			Δ*rnb*Δ*rnr*	0.41	4.12
		*icD*	Δ*rnb*	0.28	0.49
			Δ*rnr*	0.33	0.58
			Δ*pnp*	0.27	0.20
			Δ*rnb*Δ*rnr*	0.19	1.05
		*katE*	Δ*rnb*	0.33	0.35
			Δ*rnr*	0.55	1.17
			Δ*pnp*	0.22	0.07
			Δ*rnb*Δ*rnr*	0.25	0.45
		*katG*	Δ*rnb*	0.29	0.41
			Δ*rnr*	0.77	0.42
			Δ*pnp*	0.21	0.10
			Δ*rnb*Δ*rnr*	0.23	0.71
	TCA cycle transcripts	*aceA*	Δ*rnb*	0.19	0.26
			Δ*rnr*	0.71	0.63
			Δ*pnp*	0.20	0.83
			Δ*rnb*Δ*rnr*	0.13	0.13
		*sucD*	Δ*rnb*	0.36	0.31
			Δ*rnr*	0.73	0.60
			Δ*pnp*	0.33	0.94
			Δ*rnb*Δ*rnr*	0.36	0.32
		*sdhC*	Δ*rnb*	0.30	0.56
			Δ*rnr*	0.24	0.23
			Δ*pnp*	0.34	1.34
			Δ*rnb*Δ*rnr*	0.36	0.34
		*gltA*	Δ*rnb*	0.28	0.26
			Δ*rnr*	0.36	0.33
			Δ*pnp*	0.22	0.86
			Δ*rnb*Δ*rnr*	0.29	0.19
Exponential phase vs. Stationary phase	Iron ion homeostasis	*fhuB*	Δ*rnr*	0.035	0.011
		*fecC*	Δ*rnr*	0.029	0.006
		*fre*	Δ*rnr*	0.046	0.002
	Anaerobic respiration	*frdA*	Δ*rnr*	0.026	0.004
		*napA*	Δ*rnr*	0.005	0.002
		*dmsA*	Δ*rnr*	0.009	0.005
		*dmsA*	Δ*rnb*Δ*rnr*	0.006	0.008
	DNA replication	*dnaB*	Δ*pnp*	0.037	0.008
		*mukB*	Δ*pnp*	0.045	0.009
		*holA*	Δ*pnp*	0.062	0.050
	LPS biosynthesis	*waaC*	Δ*rnb*	0.015	0.006
		*waaY*	Δ*rnb*	0.059	0.022
		*lpxK*	Δ*rnb*	0.046	0.009
	Aerobic respiration	*cyoB*	Δ*rnb*	0.014	0.005
		*rsxC*	Δ*rnb*	0.036	0.005

^a^Fold Changes were calculated as the ratio of mutant to WT or the ratio between exponential and stationary phases. Values above 1 correspond to up-regulated transcripts while values below 1 correspond to down-regulated transcripts.

## Discussion

In this work we analysed the role of exoribonucleases in the transition between exponential and stationary phases since these enzymes are key players in RNA degradation mechanisms and therefore important for the rapid transition between these growth phases. The growth curves for all strains is similar however the deletion mutants do require more time to reach stationary phase than the wild-type, moreover, as expected the double mutant presented the slower growth of all strains (Fig. S3). This is in agreement with our findings where we showed that the double mutant RNase II/RNase R affects the expression of many transcripts in both exponential and stationary phases although the number of transcripts significantly differentially expressed between the WT and the double mutant is higher in exponential than in stationary phase (Fig. 1, Table 1). However, the percentage of up-regulated and down-regulated transcripts for the double mutant is quite different when comparing both growth phases. In exponential phase the number of up-regulated and down-regulated transcripts is not so different while in stationary phase the vast majority of the transcripts are down-regulated (Tables 1, S1 and S2). Previous work had already shown that in exponential phase the RNase II mutant had a higher percentage of down-regulated transcripts than up-regulated^23^ and we also found the same tendency for this mutant in stationary phase (Table 1, Fig. S1 and Table S3). However, this striking difference in the number of up-regulated and down-regulated transcripts for the double mutant only happens in stationary phase suggesting that in exponential phase the double mutant is similar to the RNase R single mutant while in stationary phase the double mutant seems to be closer to the RNase II single mutant. This is further supported by the fact that the pathways affected in the double mutant in stationary phase are almost identical to the RNase II single mutant (Fig. S2) and when comparing the common transcripts between the RNase II, RNase R and the RNase II/RNase R mutants in both exponential and stationary phases (Fig. 2). This duality of the double mutant might be related to the fact that both RNase II and RNase R are affected in different ways in both growth phases. In exponential phase RNase R is acetylated^21^ and is bound to the ribosomes^24,25^ while in stationary phase RNase R is no longer acetylated nor is bound to the ribosomes^25^. RNase II is acetylated both in exponential and stationary phase however the levels of acetylation are much higher in stationary phase^22^. The acetylation of these enzymes greatly affects their activity and availability to degrade RNA influencing their roles in both growth phases and this might explain the differences observed for the double mutant in both exponential and stationary phases.

Interestingly when comparing the phosphorolytic (Δ*pnp*) and hydrolytic (Δ*rnb*Δ*rnr*) activities of the exoribonucleases we found that PNPase affects many more transcripts than the double mutant in both exponential and stationary phase (Fig. 2 and Table 1). Although there is some overlap between these two mutants the vast majority of the transcripts affected in the PNPase mutant do not overlap with any other exoribonuclease mutant. This might be due to the role of PNPase in the metabolism of the small RNAs. It is known that PNPase affects sRNAs in both exponential^37,39^ and stationary phases^33,34,36,39^ and in fact in stationary phase PNPase was found to be the major enzyme responsible for the degradation of free sRNAs^33,34^. Since RNase II and RNase R do not seem to have any major role in the metabolism of sRNAs^35^ it is likely that the higher number of transcripts being affected by the absence of PNPase is due to its role in these specific class of RNAs.

Both exponential and stationary phases have been extensively studied however this is the first work where a direct comparison of the transcriptome for the two growth phases is conducted. Our work showed that there are massive transcriptomic differences between the two growth phases, independently of the strain analysed. Overall, we found that more than 1000 transcripts are differentially expressed when comparing the exponential to the stationary phase (Table 2) a result that is in agreement with a previous study^1^. Moreover, the number of transcripts that are down-regulated in stationary phase is much higher than the number of transcripts that are up-regulated. This is to be expected since in stationary phase the nutrient availability is very low and therefore bacteria needs to shut down most of its transcripts in order to survive^1–3^. On the other hand, since stationary phase is a stressful condition bacteria needs to express transcripts that can help them to survive^4,5^. We found that there is a core of 491 transcripts that are always affected when comparing the exponential and stationary phases for all strains (Fig. 4). We can then conclude that these transcripts are of the upmost importance for the cell transition between the two growth phases. Interestingly we found that the PNPase mutant has a much higher number of unique significantly differentially expressed transcripts between exponential and stationary phase than any other strain (Fig. 4). This might suggest that PNPase itself can have a role in the transition between the exponential and stationary phase. However, this might be due to the different role that PNPase has in the sRNAs in exponential and stationary phase. In fact, PNPase was found to protect some sRNAs in exponential phase while in stationary phase it would degrade those same sRNAs^33,37^. This duality of roles can account for the high number of unique transcripts found for the PNPase mutant.

A functional analysis of the transcripts differentially expressed between the exponential and stationary phases reveals that, as expected, this transition affects transcripts related to translation, morphology, and biosynthesis of several compounds (Figs 5 and 6). Surprisingly, we also found that there are specific biological processes being affected only in the exoribonuclease single mutants. DNA replication pathway was found to be affected only in the PNPase mutant and this might be explained by the fact that PNPase is able to degrade ssDNA and was found to be involved in DNA repair mechanisms^40^; moreover PNPase was suggested to participate in the synthesizes of CDP and therefore being directly involved in DNA replication^41^. Iron ion homeostasis was found to be affected when comparing the exponential with the stationary phase only in the absence of RNase R. Although so far no correlation has been described between RNase R and iron metabolism, RNase R is considered a stress protein with its expression being increased in several stress conditions^42^ and therefore it might be possible that RNase R is involved in iron homeostasis. Furthermore, it is noteworthy that *nsrR* gene is co-transcribed with the *rnr* gene and that NsrR is a NO-sensitive repressor from the Rrf2 family that contains an [Fe–S] cluster^43^ suggesting that might exist a co-relation between RNase R and iron that is so far unknown. Although lipopolysaccharide (LPS) biosynthesis was only found to be affected between exponential and stationary phases in the absence of RNase II, this is due to the p-value cut-off applied to the results. In fact, if we allow for a higher p-value this biological process will also appear for all other strains. It is however interesting to see that in the absence of RNase II this process appears but not the cell division suggesting that RNase II might have a role in LPS biosynthesis unknown so far. Besides these unique processes the aerobic and anaerobic processes were also found to be affected between the exponential and stationary phase but only for some strains. The aerobic respiration was affected in the PNPase and RNase II mutants and the anaerobic respiration was affected in the RNase R and double mutant (Figs 5 and 6). PNPase is known to be involved in cellular respiration mechanisms by maintaining mitochondrial homeostasis in mammals^44^, moreover in bacteria PNPase activity is regulated by ATP^45^ linking PNPase to aerobic respiration processes. As for RNase II there is still no known link between this enzyme and aerobic respiration. On the other hand, RNase R has already been implicated in the anaerobic metabolism^46^ and it is likely that the double mutant is also involved in the anaerobic metabolism.

Overall with this work we were able to obtain a broader view of the transcriptomic changes that occur when bacteria transits from the exponential to the stationary phase. Additionally, this work was extremely useful to expand our knowledge of the roles of exoribonucleases in the different growth phases, while at the same time raised many other questions that require further investigation.

## Methods

### Strains and growth conditions

In this work we used *E. coli* K-12 strain MG1693 and its isogenic strains (Table S11) grown at 37 °C, 200 rpm in Luria-Bertani (LB) medium supplemented with thymine (50 μg ml^−1^). Antibiotics were added to the deletion strains as following: kanamycin, 50 μg ml^−1^ (Δ*rnr* and Δ*rnb* Δ*rnr*); tetracycline, 20 μg ml^−1^ (Δ*rnb* and Δ*rnb* Δ*rnr*); streptomycin/spectinomycin 20 μg ml^−1^ (Δ*pnp*). A growth curve for all strains is shown in Fig. S3.

### Total RNA extraction

Overnight cultures were diluted in fresh LB medium to an initial OD600 ~ 0.03 and grown to exponential phase (OD600 ~ 0.5) and to stationary phase (16 h growth). RNA was isolated following the phenol:chloroform extraction protocol as previously described^33^. After the precipitation step in ethanol and 300 mM sodium acetate, RNA was resuspended in MilliQ-water. The integrity of RNA samples was verified with an agarose gel electrophoresis. When necessary to remove contaminant DNA the turbo DNase (Ambion) was used followed by another phenol:chloroform purification step.

### RNA-Seq and data analysis

Total RNA samples (20 μg) were sequenced at Vertis Biotechnologie AG, Germany, with an Illumina HiSeq platform (single end, 50-bp read length, 10 M reads). Vertis Biotechnologie AG depleted the ribosomal RNA molecules using the MICROBExpress Bacterial mRNA Enrichment Kit (Ambion). The RNAs were then fragmented with RNase III and the 5′PPP structures were removed using RNA 5′ Polyphosphatase (Epicentre). Next, an RNA adapter was ligated to the 5′-phosphate of the RNA and the first-strand cDNA synthesis was performed using an oligo(dT)-adapter primer and M-MLV reverse transcriptase. The resulting cDNA was PCR-amplified to about 30 ng/μl using a high-fidelity DNA polymerase and sequenced. Vertis Biotechnologie AG removed the adapters from the sequences and did a preliminary quality control of the data. RNA-Seq data was analyzed following the workflow described in^47^. In summary, the RNA-Seq data quality was confirmed using fastQC program. We mapped the reads against *E. coli* genome (NC_000913 downloaded from NCBI genome database) using Bowtie2 program^48^ and obtained more than 90% of aligned reads. The mapping files were sorted by genomic position using the Samtools^49^ and the quantification of the transcripts expression was done using the Artemis software^50^. The differential expression analysis was done with the R package edgeR^51^. We considered all transcripts with a False Discovery Rate (FDR) correction of the p-value lower than 0.05 as significant and we further filtered our results using the expression values (LogCPM) higher than 3 and a fold-change between two samples higher than two. The functional annotation was performed with DAVID functional annotation tool^52^.

### cDNA synthesis and qPCR

We synthesized cDNA for quantitative RT-PCR using the SensiFAST™ cDNA Synthesis Kit (Bioline). The RT-PCR was performed with a Corbett Rotor Gene RG 3000 real-time PCR system and SensiFAST SYBR No-ROX Kit (Bioline). Primers for qPCR are listed in Table S12 and the parameters for qPCR were: 95 °C for 2 min, 40 cycles of 95 °C for 10 sec, 60 °C for 15 sec, 72 °C for 20 sec. Each run had a negative control (without cDNA) and a melting curve was obtained from a first step starting from 60 to 95 °C, to control specificities of quantitative PCR reaction for each primer pair. A standard curve with several cDNA dilutions (1:5, 1:10, 1:20, 1:50 and 1:75) was used to determine the efficiency of amplifications. Relative copy number was calculated with the ΔΔCt method and using *ihfB* (for stress response transcripts), *rrfH* (for comparing exponential with stationary phase in the double mutant) or 23S (for all other comparisons) as the reference gene. qPCR was performed in triplicate with, at least, three templates of RNA extracted from independent cultures.

## Supplementary information

Supplementary data

Supplementary Tables

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^53^ and are accessible through GEO Series accession number GSE60107 and GSE117635. Other supporting data are included as additional files.

## References

[1] Ishihama A (1997). Adaptation of gene expression in stationary phase bacteria. Curr Opin Genet Dev.

[2] Kolter R, Siegele DA, Tormo A (1993). The stationary phase of the bacterial life cycle. Annu Rev Microbiol.

[3] Navarro Llorens JM, Tormo A, Martinez-Garcia E (2010). Stationary phase in gram-negative bacteria. FEMS Microbiol Rev.

[4] Hengge-Aronis R (1999). Interplay of global regulators and cell physiology in the general stress response of *Escherichia coli*. Curr Opin Microbiol.

[5] Geissen R, Steuten B, Polen T, Wagner R (2010). *E. coli* 6S RNA: a universal transcriptional regulator within the centre of growth adaptation. RNA Biol.

[6] Barnett TC, Bugrysheva JV, Scott JR (2007). Role of mRNA stability in growth phase regulation of gene expression in the group A streptococcus. J Bacteriol.

[7] Nilsson G, Belasco JG, Cohen SN, von Gabain A (1984). Growth-rate dependent regulation of mRNA stability in *Escherichia coli*. Nature.

[8] Cheng ZF, Zuo Y, Li Z, Rudd KE, Deutscher MP (1998). The *vacB* gene required for virulence in *Shigella flexneri* and *Escherichia coli* encodes the exoribonuclease RNase R. J Biol Chem.

[9] Donovan WP, Kushner SR (1986). Polynucleotide phosphorylase and ribonuclease II are required for cell viability and mRNA turnover in *Escherichia coli* K-12. Proc Natl Acad Sci USA.

[10] Andrade JM, Pobre V, Silva IJ, Domingues S, Arraiano CM (2009). The role of 3′-5′ exoribonucleases in RNA degradation. Prog Mol Biol Transl Sci.

[11] Dos Santos RF (2018). Major 3′-5′ Exoribonucleases in the Metabolism of Coding and Non-coding RNA. Prog Mol Biol Transl Sci.

[12] Reis FP, Pobre V, Silva IJ, Malecki M, Arraiano CM (2013). The RNase II/RNB family of exoribonucleases: putting the ‘Dis’ in disease. Wiley Interdiscip Rev RNA.

[13] Frazão C (2006). Unravelling the dynamics of RNA degradation by ribonuclease II and its RNA-bound complex. Nature.

[14] Awano N (2010). *Escherichia coli* RNase R has dual activities, helicase and RNase. J Bacteriol.

[15] Hossain ST, Malhotra A, Deutscher MP (2016). How RNase R Degrades Structured RNA: Role of The Helicase Activity and The s1 Domain. J Biol Chem.

[16] Spickler C, Mackie A (2000). Action of RNases II and Polynucleotide Phosphorylase against RNAs containing stem-loops of defined structure. J. Bacteriol..

[17] Hajnsdorf E, Steier O, Coscoy L, Teysset L, Régnier P (1994). Roles of RNase E, RNase II and PNPase in the degradation of the *rpsO* transcripts of *Escherichia coli*: stabilizing function of RNase II and evidence for efficient degradation in an *ams pnp rnb* mutant. EMBO J.

[18] Marujo PE (2000). RNase II removes the oligo(A) tails that destabilize the *rpsO* mRNA of *Escherichia coli*. RNA.

[19] Mohanty, B. K. & Kushner, S. R. Polynucleotide phosphorylase, RNase II and RNase E play different roles in the *in vivo* modulation of polyadenylation in *Escherichia coli*. *Mol Microbiol***36**, 982–994, mmi1921 (2000).10.1046/j.1365-2958.2000.01921.x10844684

[20] Pepe CM, Maslesa-Galic S, Simons RW (1994). Decay of the IS10 antisense RNA by 3′ exoribonucleases: evidence that RNase II stabilizes RNA-OUT against PNPase attack. Mol Microbiol.

[21] Liang W, Malhotra A, Deutscher MP (2011). Acetylation regulates the stability of a bacterial protein: growth stage-dependent modification of RNase R. Mol Cell.

[22] Song L, Wang G, Malhotra A, Deutscher MP, Liang W (2016). Reversible acetylation on Lys501 regulates the activity of RNase II. Nucleic Acids Res.

[23] Pobre V, Arraiano CM (2015). Next generation sequencing analysis reveals that the ribonucleases RNase II, RNase R and PNPase affect bacterial motility and biofilm formation in *E. coli*. BMC Genomics.

[24] Malecki M, Bárria C, Arraiano CM (2014). Characterization of the RNase R association with ribosomes. BMC Microbiol.

[25] Liang W, Deutscher MP (2013). Ribosomes regulate the stability and action of the exoribonuclease RNase R. J Biol Chem.

[26] Grunberg-Manago M, Oritz PJ, Ochoa S (1955). Enzymatic synthesis of nucleic acidlike polynucleotides. Science.

[27] Godefroy T (1970). Kinetics of polymerization and phosphorolysis reactions of *Escherichia coli* polynucleotide phosphorylase. Evidence for multiple binding of polynucleotide in phosphorolysis. Eur J Biochem.

[28] Mohanty BK, Kushner SR (2000). Polynucleotide phosphorylase functions both as a 3′ right-arrow 5′ exonuclease and a poly(A) polymerase in *Escherichia coli*. Proc Natl Acad Sci USA.

[29] Miczak A, Kaberdin VR, Wei CL, Lin-Chao S (1996). Proteins associated with RNase E in a multicomponent ribonucleolytic complex. Proc Natl Acad Sci USA.

[30] Py B, Causton H, Mudd EA, Higgins CF (1994). A protein complex mediating mRNA degradation in *Escherichia coli*. Mol Microbiol.

[31] Py B, Higgins CF, Krisch HM, Carpousis AJ (1996). A DEAD-box RNA helicase in the *Escherichia coli* RNA degradosome. Nature.

[32] Vanzo NF (1998). Ribonuclease E organizes the protein interactions in the *Escherichia coli* RNA degradosome. Genes Dev.

[33] Andrade JM, Pobre V, Matos AM, Arraiano CM (2012). The crucial role of PNPase in the degradation of small RNAs that are not associated with Hfq. RNA.

[34] Andrade JM, Pobre V, Arraiano CM, Small RNA (2013). modules confer different stabilities and interact differently with multiple targets. PLoS One.

[35] Saramago M (2014). The role of RNases in the regulation of small RNAs. Curr Opin Microbiol.

[36] Andrade JM, Arraiano CM (2008). PNPase is a key player in the regulation of small RNAs that control the expression of outer membrane proteins. RNA.

[37] Bandyra KJ, Sinha D, Syrjanen J, Luisi BF, De Lay NR (2016). The ribonuclease polynucleotide phosphorylase can interact with small regulatory RNAs in both protective and degradative modes. RNA.

[38] De Lay N, Gottesman S (2011). Role of polynucleotide phosphorylase in sRNA function in *Escherichia coli*. RNA.

[39] Cameron TA, De Lay NR (2016). The Phosphorolytic Exoribonucleases Polynucleotide Phosphorylase and RNase PH Stabilize sRNAs and Facilitate Regulation of Their mRNA Targets. J Bacteriol.

[40] Cardenas PP (2009). *Bacillus subtilis* polynucleotide phosphorylase 3′-to-5′ DNase activity is involved in DNA repair. Nucleic Acids Res.

[41] Danchin A (1997). Comparison between the Escherichia coli and Bacillus subtilis genomes suggests that a major function of polynucleotide phosphorylase is to synthesize CDP. DNA Res.

[42] de Bruijn Frans J. (2016). Stress and Environmental Regulation of Gene Expression and Adaptation in Bacteria.

[43] Cairrão F, Cruz A, Mori H, Arraiano CM (2003). Cold shock induction of RNase R and its role in the maturation of the quality control mediator SsrA/tmRNA. Mol Microbiol.

[44] Chen HW (2006). Mammalian polynucleotide phosphorylase is an intermembrane space RNase that maintains mitochondrial homeostasis. Mol Cell Biol.

[45] Del Favero M (2008). Regulation of *Escherichia coli* polynucleotide phosphorylase by ATP. J Biol Chem.

[46] Simonte FM, Dotsch A, Galego L, Arraiano C, Gescher J (2017). Investigation on the anaerobic propionate degradation by Escherichia coli K12. Mol Microbiol.

[47] Pobre V, Arraiano CM (2018). Characterizing the Role of Exoribonucleases in the Control of Microbial Gene Expression: Differential RNA-Seq. Methods Enzymol.

[48] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[49] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[50] Carver T, Harris SR, Berriman M, Parkhill J, McQuillan JA (2012). Artemis: an integrated platform for visualization and analysis of high-throughput sequence-based experimental data. Bioinformatics.

[51] McCarthy DJ, Chen Y, Smyth GK (2012). Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res.

[52] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[53] Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

# Supplementary material for: Defining the impact of exoribonucleases in the shift between exponential and stationary phases
**Source:** Sci Rep. 2019 Nov 7;9:16271. doi: 10.1038/s41598-019-52453-6
**Supplement:** Supplementary file 1 — Supplementary data

**Defining the impact of exoribonucleases**

**in the shift between exponential and stationary phases**

**Supplementary data**

Vânia Pobre^1*^, Susana Barahona^1^, Tatiane Dobrzanski^2^, Maria Berenice Reynaud Steffens^2^, Cecília M. Arraiano^1*^

**This supplement contains Figures S1, Figure S2, Figure S3, Table S11, Table S12 and Supplementary References**

**Fig S1 – Global changes between WT and the exoribonuclease single mutants in Stationary phase**

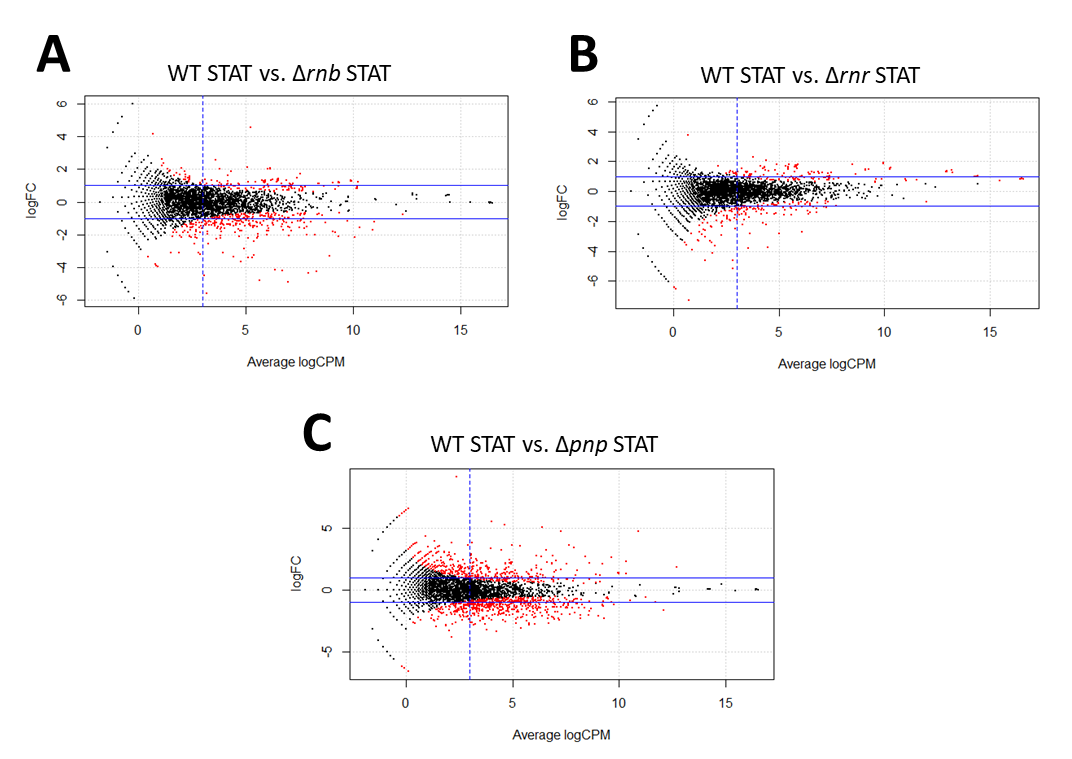

**A)** MA scatterplot comparing wild-type (WT) with Δ*rnb* mutant in stationary phase. **B)** MA scatterplot comparing wild-type (WT) with Δ*rnr* mutant in stationary phase. **C)** MA scatterplot comparing wild-type (WT) with Δ*pnp* mutant in stationary phase. LogFC is the log2 of the fold change for each transcript, average LogCPM is the relative expression value for each transcript. Transcripts in red were considered significantly differentially expressed (FDR<0.5), the two horizontal blue lines correspond to a fold-change of 2 and the vertical blue line correspond to the LogCPM of 3. These lines represent the filtration steps done to obtain the final list of differentially expressed transcripts.

**Fig. S2 – Pathways affected in the exoribonuclease mutants when compared to the WT in stationary phase**

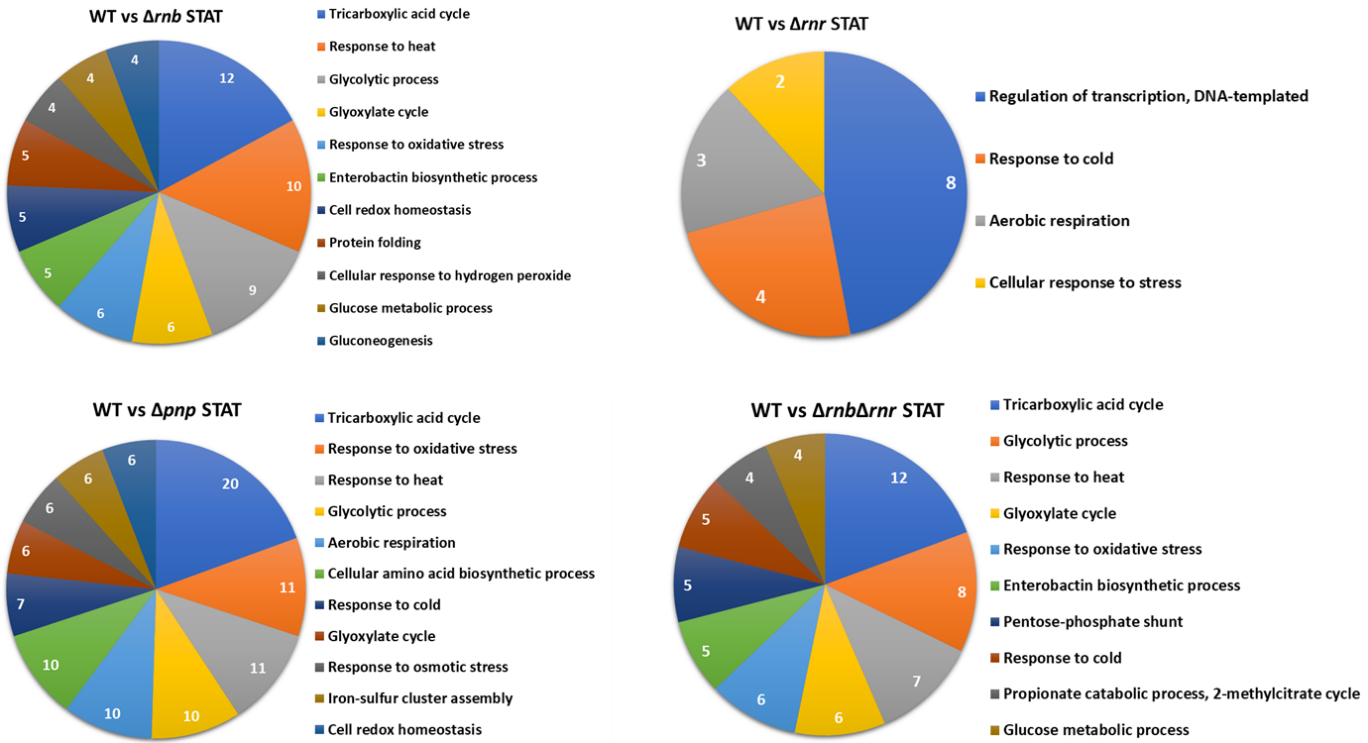

Functional annotation of the differentially expressed transcripts between the WT and the different exoribonuclease mutants in stationary phase. Transcripts were grouped into different functional categories but only the Gene Ontology category of biological process is represented.

**Fig. S3 – Growth curves for the strains analysed in this work**

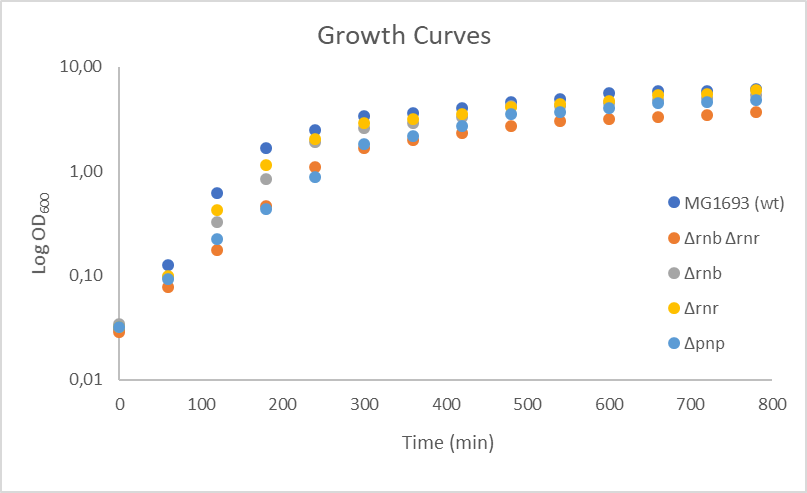

*E. coli* K-12 strain MG1693 and its isogenic mutants were grown at 37°C, with shaking at 200 rpm in Luria-Bertani (LB) medium supplemented with thymine (50 μg ml^−1^). Antibiotics were present at the following concentrations: kanamycin, 50 μg ml^−1^ (Δ*rnr*); tetracycline, 20 μg ml^−1^ (Δ*rnb*); streptomycin/spectinomycin 20 μg ml^−1^ (Δ*pnp*); kanamycin, 50 μg ml^−1^/ tetracycline, 20 μg ml^−1^ (Δ*rnb* Δ*rnr*).

**Table S11 – Bacterial strains used in this study**

| **Strain** | **Relevant genotype** | **Reference** |
| --- | --- | --- |
| MG1693 | thyA715 | [^1^](#_ENREF_1) |
| CMA201 | thyA715 Δ*rnb* | [^2^](#_ENREF_2) |
| HM104 | thyA715 Δ*rnr* | [^2^](#_ENREF_2) |
| SK10019 | thyA715 Δ*pnp* | [^3^](#_ENREF_3) |
| HM103 | thyA715 Δ*rnb*Δ*rnr* | [^4^](#_ENREF_4) |

**Table S12 – Primers used in this study**

**Supplementary References**

1 Arraiano, C. M., Yancey, S. D. & Kushner, S. R. Stabilization of discrete mRNA breakdown products in *ams pnp rnb* multiple mutants of *Escherichia coli* K-12. *J. Bacteriol.* **170**, 4625-4633 (1988).

2 Andrade, J. M., Cairrão, F. & Arraiano, C. M. RNase R affects gene expression in stationary phase: regulation of *ompA*. *Mol. Microbiol.* **60**, 219-228, doi:MMI5092 [pii]10.1111/j.1365-2958.2006.05092.x (2006).

3 Mohanty, B. K. & Kushner, S. R. Genomic analysis in *Escherichia coli* demonstrates differential roles for polynucleotide phosphorylase and RNase II in mRNA abundance and decay. *Mol. Microbiol.* **50**, 645-658, doi:3724 [pii] (2003).

4 Viegas, S. C., Schmidt, D., Kasche, V., Arraiano, C. M. & Ignatova, Z. Effect of the increased stability of the penicillin amidase mRNA on the protein expression levels. *FEBS Lett* **579**, 5069-5073, doi:S0014-5793(05)00997-X [pii]10.1016/j.febslet.2005.08.018 (2005).

How the deposited data were processed for this re-analysis (not part of the article)

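The conditions were measured by RNA-Seq with 1 library each (6 libraries, no replicates), the WT and the Δ*rnb*, Δ*rnr*, Δ*pnp* and Δ*rnb*Δ*rnr* mutants in stationary phase and the Δ*rnb*Δ*rnr* mutant in exponential phase. Cultures were started at an OD600 of 0.03 in LB with 50 µg/ml thymine and grown at 37 °C and 200 rpm, to an OD600 of 0.5 for exponential phase and for 16 h for stationary phase. The WT had no antibiotic, Δ*rnb* tetracycline, Δ*rnr* kanamycin, Δ*pnp* streptomycin/spectinomycin, and Δ*rnb*Δ*rnr* both kanamycin and tetracycline. Antibiotic and strain therefore cannot be separated in any comparison with the WT. The double mutant also shared an antibiotic with each of Δ*rnb* and Δ*rnr*, which their overlaps may include. The exponential-phase libraries of the WT and of the single mutants are not in the files analysed here, so comparisons with the WT in exponential phase and comparisons between phases in the strains other than the double mutant were not recomputed.

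The authors depleted rRNA, mapped the reads to the E. coli K-12 genome with Bowtie2, and computed in Artemis the RPKM that they deposited for each gene, with decimal commas. The unit of the deposited values is RPKM, which was recorded under other units only because the check of units cannot read decimal commas. The RPKM in Tables S2 to S5 and the deposited RPKM differed by a relative 4.69e-06 at most. The authors tested differential expression on reads with edgeR, with cut-offs on FDR, LogCPM and fold-change, and the dispersion they used for single libraries was found neither in the paper nor in the parts of its supplement that could be read.

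The plan made before the files arrived assumed reads per gene and a model of reads with a fixed dispersion. Since the files hold RPKM, that test could not be run, and neither edgeR nor DESeq2 was used. In its place, each pair of libraries was scaled by an unweighted TMM factor, after trimming 30% of the log ratios and 5% of the mean levels from each end, with the factor divided between the libraries. A pseudocount of 1 RPKM was added before taking log2 ratios. A transcript passed the cut-offs when its log2 fold-change was above 1 or below -1 and the log2 of its mean scaled RPKM was above 3, which is a mean of 8 RPKM. RPKM depend on transcript length while LogCPM do not, so this cut-off admits short transcripts with few reads. The planned FDR cut-off of 0.05 was not applied, because 1 library per condition gives no estimate of the variation between cultures. The comparisons were each of the 4 mutants with the WT in stationary phase, stationary with exponential phase in Δ*rnb*Δ*rnr*, and Δ*rnb*Δ*rnr* directly with each of the 3 single mutants, 8 in all. Lists were compared by gene symbol, regardless of direction.

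The genes named in the text follow a rule fixed beforehand: every Table 3 gene in the comparisons that Table 3 gives and the files hold, *rnb*, *rnr*, *pnp* and *nsrR* in each stationary-phase comparison, the Table 3 genes of iron ion homeostasis, lipopolysaccharide biosynthesis and anaerobic respiration between the phases in the double mutant, and up to 3 transcripts per direction and comparison with the largest fold-change. For the last group the rule required at least 100 reads in the higher library, which was replaced by at least 100 RPKM because the files hold no reads. Members of overlaps and of gene sets are named where an overlap or a set is described.

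Gene sets were compared with all other transcripts that had a value by a 2-sided Fisher's exact test, with Benjamini-Hochberg adjustment over 23 tests. The sets were written down from textbook pathway membership and from Table 3, and they are not the annotation that the authors used. Genes of one set are not independent, and the tests compare genes within single libraries. Percentages of up- and down-regulated transcripts carry 95% Wilson intervals over the listed transcripts.

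The total number of reads per library is not in the files analysed here. The relative depth was taken from the reads and RPKM that Tables S1 to S8 list for the same transcripts. Transcripts listed with few reads were left out of this step. The depth was 1 for the WT, 0.819 for Δ*rnb*, 1.08 for Δ*rnr* and 1.01 for Δ*pnp*. It was 0.925 for Δ*rnb*Δ*rnr* in stationary phase and 1.06 for Δ*rnb*Δ*rnr* in exponential phase. For the transcripts kept, the cut-off of 8 RPKM stood for a median of 56.8 reads in the WT library. It stood for 4.66 reads at the lowest 5% and 158 reads at the highest 5%.

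The alternatives tried were the RPKM as deposited, a median of ratios in place of TMM, an additional cut-off of at least 2 or at most 0.5 on the unnormalized ratio of reads, leaving out the 22 rRNA genes, a log2 mean RPKM above 5, and a background of expressed transcripts for the gene-set tests. Pseudocounts of 0.1 and 5 RPKM and no expression cut-off were added after seeing the data. The scaling and cut-offs were tested on 3 simulated pairs of libraries with 200 transcripts changed 4-fold in each. Of these 100% were recovered, no unchanged transcript passed the cut-offs, and the largest error of the log2 factor was 0.0194. Equal numbers were raised and lowered, among the more highly expressed transcripts, with sampling noise of reads only. Changes near the fold-change cut-off were not simulated. Nor were changes mostly in one direction, changes of most transcripts as between the phases, or variation between cultures. The scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.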

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

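In the exponential-phase library of the Δ*rnb*Δ*rnr* mutant, *rnr* had 24.722 RPKM, although the gene is disrupted in this strain. The value is above the 1.16 RPKM of *rnr* in the stationary-phase library of the same strain and above its 21.0 RPKM in the WT in stationary phase. These are RPKM as deposited, and the median RPKM was 18.6 in this library against 2.85 and 3.88 in the others. After scaling, the value therefore need not exceed that of the WT. The paper reports on this exponential-phase library, but its main text does not discuss the *rnr* signal in it. The comparison has 1 library per condition and no replicate. One explanation weighed was RNA of a strain with both genes intact, through a mislabelled or mixed sample. The ratio of *rnb* to *rnr* would then be near that of strains with both genes intact. It was 0.072 in the exponential-phase library, against 0.402 in the WT and 0.184 in Δ*pnp*, both in stationary phase. An intact strain as the only source was thus not borne out. The ratio varied between these intact strains, however, and the WT ratio in exponential phase is not known. A small admixture was not tested. Another explanation is a remaining part of the disrupted gene, transcribed with *nsrR*, which had 500 RPKM in this library against 15.0 RPKM in stationary phase. The ratio of *rnr* to *nsrR* was 0.049 in the exponential-phase library, within 2-fold of the 0.078 in the stationary-phase library of Δ*rnb*Δ*rnr*. It was below the 0.570 of the WT and the 0.203 of Δ*pnp* in stationary phase. The residual *rnr* signal may therefore follow the higher expression of the operon in exponential phase. Both predictions were written after the value had been seen. Reads that map to both *rnr* and another sequence could not be examined, since no reads and no reference genome were used here, and the growth phase cannot be told apart from that explanation.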

How the results depend on the processing

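The comparisons, the fold-change cut-off, the gene sets and 6 of the alternatives that were run were fixed before the processed files arrived, while the replacement of the edgeR test by fold-changes of RPKM, the expression cut-off in RPKM and the settings with pseudocounts of 0.1 and 5 RPKM and with no expression cut-off were chosen after seeing the data. Of 48 headline results, 10 were classed as the same under every alternative in which they were computed. These were the correlation of the fold-changes of Δ*rnb*Δ*rnr* with those of Δ*pnp*, the TCA cycle set in Δ*rnb*, Δ*pnp* and Δ*rnb*Δ*rnr*, the Table 3 stress transcripts and the oxidative stress set in Δ*rnb* and Δ*rnb*Δ*rnr*, the heat shock set in Δ*rnb*, and the ribosomal proteins between the phases. Values could still move within a class. For the heat shock set, p moved from 6.01e-05 to 0.0224 with expressed transcripts as the background (Fisher's exact test). The correlation was not computed with the additional cut-off on the unnormalized ratio, nor without an expression cut-off. The authors chose the Table 3 transcripts as affected, so their tests are not independent evidence. The TCA cycle, heat shock and oxidative stress sets share members with Table 3 and are not separate from that choice. With a median of ratios in place of TMM, all 48 stayed the same. Of the 401 comparisons of a headline result with an alternative, 311 stayed the same, 49 moved, 11 became weaker, 12 became stronger and 18 reversed, where a reversal of a gene-set test means that its odds ratio crossed 1 and can occur at p-values near 1. Of the 625 comparisons for named genes, 602 stayed the same, 4 became weaker, 14 stronger and 5 reversed.

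With the RPKM as deposited, the differences in scale between libraries stay in the fold-changes, which shifts Δ*rnr* and Δ*rnb*Δ*rnr* downward in stationary phase, and Δ*rnb*Δ*rnr* between the phases. The transcripts past the cut-offs were then 439 in Δ*rnr* (2.28% up-regulated) and 371 in Δ*rnb*Δ*rnr* (4.58%), with 188 up-regulated and 2140 down-regulated between the phases, and 184 between Δ*rnb*Δ*rnr* and Δ*rnb*. The overlap of all 4 mutants was 53, that of Δ*rnb*Δ*rnr* and Δ*rnr* only was 51, and 50.7% of the Δ*rnb*Δ*rnr* list was shared with Δ*pnp*. The list of Δ*rnb*Δ*rnr* then had more transcripts in common with Δ*rnr* (172) than with Δ*rnb* (145), against 37 and 114 with the TMM factor. Fisher's exact tests gave p = 7.31e-05 for the Table 3 stress transcripts in Δ*rnr*, 1.15e-11 and 1.39e-04 for heat shock in Δ*rnr* and Δ*rnb*Δ*rnr*, and, between the phases, 0.1721 for anaerobic respiration, 0.2735 for oxidative stress, 0.0069 for amino acid biosynthesis, 6.20e-05 for iron, 9.36e-06 for the lipopolysaccharide core and 0.6548 for heat shock. For heat shock between the phases, 17 of 20 transcripts had passed with the TMM factor, all up-regulated (Fisher's exact test, p = 7.26e-07, adjusted 2.09e-06). In the RPKM as deposited, the log2 fold-changes in Δ*rnr* of *aceA* (-0.5905), *acnA* (-0.5119), *katG* (-0.462), *pnp* (-0.6192) and *sucD* (-0.5547) changed sign.

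The additional cut-off on the unnormalized ratio of reads removes transcripts whose change lies mainly in the scaling or in the depth of the libraries. It left 14.1% of the list up-regulated in Δ*rnb*, 15.1% of 93 transcripts in Δ*rnr* and 8.29% in Δ*rnb*Δ*rnr*, 195 up-regulated transcripts between the phases and 4 transcripts shared by Δ*rnb*Δ*rnr* and Δ*rnr* only. In Δ*rnb* the TMM factor was -0.0024 on the log2 scale and the relative depth 0.819, so the removal there came from the depth. Fisher's exact test gave p = 0.049 for heat shock in Δ*rnb*Δ*rnr* and, between the phases, 0.1689 for oxidative stress, 0.0067 for iron, 0.2941 for the lipopolysaccharide core and 0.7814 for heat shock.

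A log2 mean RPKM above 5 keeps fewer transcripts. The totals were 143 in Δ*rnb*, 94 in Δ*rnr* (71.3% up-regulated), 210 in Δ*pnp* and 107 in Δ*rnb*Δ*rnr*, with 356 up-regulated and 320 down-regulated between the phases, and 56, 141 and 106 between Δ*rnb*Δ*rnr* and Δ*rnb*, Δ*rnr* and Δ*pnp*. The overlaps were 10 for all 4 mutants, 3 for Δ*rnb*Δ*rnr* and Δ*rnr* only, 12 with Table S1, 488, 507 and 458 with Tables S6, S7 and S8, and 380 with all 3 of these. The correlation of Δ*rnb*Δ*rnr* was 0.7915 with Δ*rnb* and 0.3525 with Δ*rnr*. Fisher's exact tests gave p = 1 for the TCA cycle and for oxidative stress in Δ*rnr*, 0.0137 and 0.0124 for heat shock in Δ*pnp* and Δ*rnb*Δ*rnr*, 0.2679 for oxidative stress in Δ*pnp* and, between the phases, 0.8104 for anaerobic respiration, 0.5506 for oxidative stress and 0.0385 for the lipopolysaccharide core. The lipopolysaccharide result is an under-representation, with no transcript of the set past the cut-offs.

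The background of expressed transcripts removes the contrast with transcripts too low to pass. Fisher's exact tests then gave p = 0.4571 for the TCA cycle in Δ*rnr*, 0.132 for the Table 3 stress transcripts in Δ*pnp*, 0.4982 and 0.4637 for heat shock in Δ*rnr* and Δ*pnp*, and 1 and 0.0549 for oxidative stress in Δ*rnr* and Δ*pnp*. With the rRNA genes left out, the lipopolysaccharide core stayed at p = 1 (Fisher's exact test) with an odds ratio on the other side of 1.

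Among the settings chosen after seeing the data, a pseudocount of 0.1 RPKM gave p = 0.0214 for heat shock in Δ*rnb*Δ*rnr* and 0.8176 for amino acid biosynthesis (Fisher's exact test). A pseudocount of 5 RPKM, which shrinks changes at low expression, gave 0.0998 for the TCA cycle and 1 for oxidative stress in Δ*rnr*, 0.031 for heat shock in Δ*rnb*Δ*rnr* and, between the phases, 0.0272 for amino acid biosynthesis, 0.0214 for iron and 0.6403 for the lipopolysaccharide core (Fisher's exact test). The amino acid result is an under-representation, with an odds ratio of 0.5195. Without an expression cut-off, transcripts with few reads enter the lists, and the totals were 441 in Δ*rnb* (38.1% up-regulated), 342 in Δ*rnr* (37.1%), 837 in Δ*pnp* (50.8%) and 399 in Δ*rnb*Δ*rnr* (34.1%), with 40 common to all 4, 45 shared by Δ*rnb*Δ*rnr* and Δ*rnb* only and 22 by Δ*rnb*Δ*rnr* and Δ*rnr* only, and 249, 514 and 568 between Δ*rnb*Δ*rnr* and Δ*rnb*, Δ*rnr* and Δ*pnp*. Fisher's exact tests gave p = 0.1702 for the TCA cycle and 1 for heat shock in Δ*rnr*, and 0.3864 for amino acid biosynthesis and 0.8339 for the lipopolysaccharide core between the phases.

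Other dispersions (fixed lower and higher values, and one estimated from the pair) and a minimum number of reads in the higher library had been planned and were not run, because the files hold RPKM and not reads. The replicate block was not run because each condition has 1 library. The depth limits the results for transcripts near the cut-off of 8 RPKM. This stood for a median of 56.8 reads in the WT, and for 4.66 reads at the lowest 5%. Both values leave out transcripts listed with few reads. The lack of replicates limits every result, since there is no way to compare a difference with the variation between cultures.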

Differences from the paper's values

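In stationary phase, 166 transcripts passed the cut-offs in Δ*rnr*, and the paper's number is 74. With the additional cut-off on the unnormalized ratio of reads the number was 93, and with a log2 mean RPKM above 5 it was 94, both within 1.5 times the paper's value. The RPKM as deposited, the median of ratios and the omission of the rRNA genes did not close the gap.

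The percentage of up-regulated transcripts was 31.0% in Δ*rnb* (the paper's value is 11.8%), 52.4% in Δ*rnr* (the paper's value is 16.2%) and 19.4% in Δ*rnb*Δ*rnr* (the paper's value is 5.2%). The additional cut-off on the unnormalized ratio gave 14.1% in Δ*rnb* and 15.1% in Δ*rnr*, which closed the gap for both, and 8.29% in Δ*rnb*Δ*rnr*, which did not. The RPKM as deposited gave 4.6% in Δ*rnb*Δ*rnr*, which closed the gap there but not for Δ*rnb* or Δ*rnr*. In that setting, gaps opened for the Δ*rnb*Δ*rnr* total, 371 (the paper's value is 191), and the overlap of all 4 mutants, 53 (the paper's value is 17). The median of ratios, the omission of the rRNA genes and the higher expression cut-off closed none of the 3.

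Between the phases in Δ*rnb*Δ*rnr*, 652 transcripts were up-regulated, and the paper's number is 173. The number was 188 with the RPKM as deposited and 195 with the additional cut-off on the unnormalized ratio, and the remaining alternatives set before the files arrived left the gap open. The RPKM as deposited opened a gap for the down-regulated transcripts, with 2140 (the paper's value is 901) in place of 701.

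The number of transcripts shared by Δ*rnb*Δ*rnr* and Δ*rnr* only was 8, and the paper's number is 2. A log2 mean RPKM above 5 gave 3, and the other alternatives set before the files arrived did not come within 1.5 times the paper's value, the closest being 4 with the additional cut-off on the unnormalized ratio.

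Of the 53 fold-changes of Table 3 that could be recomputed, 17 differed from the paper's. In Δ*rnr* the fold-changes were *acnA* 1.21 (the paper's value is 0.75), *clpB* 0.82 (the paper's value is 0.50), *dnaK* 0.728 (the paper's value is 0.45), *groL* 0.834 (the paper's value is 0.51), *htpG* 0.841 (the paper's value is 0.52), *ibpA* 0.687 (the paper's value is 0.42), *icd* 0.538 (the paper's value is 0.33), *katE* 0.899 (the paper's value is 0.55), *katG* 1.242 (the paper's value is 0.77), *aceA* 1.161 (the paper's value is 0.71), *sucD* 1.177 (the paper's value is 0.73), *sdhC* 0.412 (the paper's value is 0.24) and *gltA* 0.593 (the paper's value is 0.36). With the RPKM as deposited they were *acnA* 0.701, *clpB* 0.469, *dnaK* 0.416, *groL* 0.477, *htpG* 0.482, *ibpA* 0.393, *icd* 0.311, *katE* 0.522, *katG* 0.726, *aceA* 0.664, *sucD* 0.681, *sdhC* 0.244 and *gltA* 0.342, and none of the 13 differed. The median of ratios and the omission of the rRNA genes closed none of these gaps.

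In Δ*rnb*Δ*rnr*, the fold-change was 0.288 for *icd* (the paper's value is 0.19), 0.38 for *katE* (the paper's value is 0.25) and 0.359 for *katG* (the paper's value is 0.23). The RPKM as deposited gave 0.217, 0.289 and 0.275, all within 1.5 times the paper's values. A pseudocount of 0.1 RPKM, chosen after seeing the values, gave 0.281, 0.366 and 0.335. The median of ratios and the omission of the rRNA genes left the 3 gaps open.

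Between the phases, the fold-change of *dmsA* was 0.086, and the paper's value is 0.006. None of the alternatives set before the files arrived closed the gap, the nearest being 0.025 with the RPKM as deposited. Without a pseudocount, the ratio of the deposited RPKM was 0.0074 and the ratio of reads 0.0064, both within 1.5 times the paper's value.

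The paper states that down-regulated transcripts outnumber the up-regulated ones by far in all 3 of the Δ*rnb*, Δ*rnr* and Δ*rnb*Δ*rnr* mutants in stationary phase, whereas Δ*rnr* had 87 up-regulated and 79 down-regulated transcripts. With the additional cut-off on the unnormalized ratio, Δ*rnr* had 14 up-regulated and 79 down-regulated transcripts, and with the RPKM as deposited 10 and 429. The paper states that the TCA cycle is not affected in Δ*rnr*, whereas 3 of the 18 TCA cycle transcripts passed the cut-offs there (Fisher's exact test, p = 0.0306, adjusted 0.047). With the log2 mean RPKM above 5, none of the 18 passed (p = 1), and with the RPKM as deposited 10 of the 18 did (p = 2.44e-06, Fisher's exact test). The paper names amino acid biosynthesis among the processes affected between the phases in the double mutant, whereas 26 of 88 such transcripts passed, against 30.7% of the other transcripts (Fisher's exact test, p = 0.907). The number was 59 of 88 with the RPKM as deposited (Fisher's exact test, p = 0.0069). The paper states that all mutants affect stress response transcripts in stationary phase. None of the 3 stress sets was over-represented in Δ*rnr* (Fisher's exact test, p = 1 for the Table 3 stress transcripts, 0.548 for heat shock and 0.566 for oxidative stress). Single members, *ibpB* and *trxC*, did pass the cut-offs there. Stress transcripts outside these sets were not tested, so the statement itself is not contradicted. Without the TMM factor, 6 of the 9 Table 3 stress transcripts (p = 7.31e-05) and 15 of the 20 heat shock transcripts (p = 1.15e-11) passed the cut-offs in Δ*rnr* (Fisher's exact test).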

Other observations

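More transcripts were down-regulated than up-regulated in Δ*rnb*Δ*rnr* in stationary phase, and the size of this imbalance depended on the scale of the RPKM. With the RPKM as deposited, 4.6% of the transcripts past the cut-offs were up-regulated, and with the additional cut-off on the unnormalized ratio of reads 8.3%, both outside the 95% Wilson interval of 14.6% to 25.4% around the 19.4% found with the TMM factor. The predictions for both tests were written after these values had been seen. Neither setting could have raised the share. The TMM factor is -0.414 on the log2 scale, so leaving it out shifts all fold-changes down. The additional cut-off could remove only up-regulated transcripts, since a normalized 2-fold decrease already has a ratio of reads of at most 0.347. Whether part of the imbalance comes from the scale of the libraries therefore remains open. The direction itself, 166 down-regulated against 40 up-regulated transcripts, remained after scaling. A larger share of rRNA reads in the mutant library was examined as a source of the difference in scale. The share of reads not on rRNA changed by -0.82 on the log2 scale, against a TMM factor of -0.414. Only 969 transcripts, 21.8% of those in the files, were used, since transcripts not listed or listed with few WT reads were left out. This is fewer than the 80% needed, so the check is void and this explanation cannot be told apart from the others. No biological explanation of the difference in scale was tested.

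The down-regulated transcripts listed in the paper's Tables S2 to S5 stop at different unnormalized ratios of reads. The largest ratio listed was 0.4978 for Δ*pnp*, 0.4036 for Δ*rnb*, 0.3427 for Δ*rnb*Δ*rnr* and 0.3084 for Δ*rnr*, and the smallest ratio of the up-regulated transcripts was between 1.86 and 2.06. A cut-off on the unnormalized ratio of reads, on top of that on the normalized fold-change, was examined as the explanation, and in 6 of the 6 pairs of these 4 tables the largest ratio and the TMM factor were in the same order, a prediction written after the ratios had been seen. This order does not distinguish the explanation from a 2-fold cut-off on the normalized fold-change alone, which with the TMM factor and the relative depth gives limits of 0.512 for Δ*pnp*, 0.409 for Δ*rnb*, 0.347 for Δ*rnb*Δ*rnr* and 0.308 for Δ*rnr*, close to the listed ratios. For the up-regulated transcripts the normalized cut-off alone gives limits of 2.05 for Δ*pnp*, 1.63 for Δ*rnb*, 1.39 for Δ*rnb*Δ*rnr* and 1.23 for Δ*rnr*, against smallest listed ratios of 2, 2, 1.86 and 2.06, of which the 1.86 of Δ*rnb*Δ*rnr* is below the 2 that an additional cut-off would require. Between the phases, the largest ratios of the down-regulated transcripts were 0.5, 0.5 and 0.4974 in Tables S6, S7 and S8. The smallest up-regulated ratio was 2 in each. A normalized cut-off alone would shift such limits with the scale, and the TMM factor between the phases of Δ*rnb*Δ*rnr* was 0.165. This argues against that cut-off alone in Tables S6 to S8, although the factors of those pairs are not known. In the other tables, with 0.5543 and 2.2061 in Table S1, whether one was added remains open.

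The RNA-Seq fold-changes of Table 3 were lower than those computed with the TMM factor in Δ*rnr* and Δ*rnb*Δ*rnr*. Multiplying the ratio of the deposited RPKM by the relative depth of the 2 libraries gives the ratio of reads, and 51 of the 53 values of Table 3 were within 0.01 of it. The exceptions were *sdhC* and *gltA* in Δ*rnb*Δ*rnr*, with ratios of reads of 0.330 and 0.266, which differed by 0.0296 and 0.0237. The prediction that every value would lie within 0.01 was thus not met, and it had been written only once the differences were known. For these exceptions the ratios of the deposited RPKM, 0.357 and 0.288, were close to the paper's 0.36 and 0.29. The ratio of reads remains a possible explanation for the other values.

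In Δ*rnb*Δ*rnr*, the qPCR fold-changes that the paper reports in Table 3 were nearer to 1 than its RNA-Seq fold-changes for 8 of the 9 stress transcripts, *ibpA* being the exception, and for 0 of the 4 TCA cycle transcripts. For the effect of the scale of the libraries, the prediction written beforehand was a smaller mean absolute log2 difference between qPCR and RNA-Seq with the TMM factor than without it. Over the 13 transcripts the difference was smaller by 0.16 (0.840 against 0.996 with the RPKM as deposited), but this came from the stress transcripts (0.910 against 1.31), while the TCA cycle transcripts were further from qPCR with the factor (0.683 against 0.279). In Δ*rnr*, which had the TMM factor furthest from 1 among the mutants, the difference over the 13 transcripts was larger with the factor (0.578 against 0.501), and the direction was the same as by qPCR for 8 transcripts with it and 12 without it. The scale of the libraries therefore does not account for the pattern across transcripts and mutants. The paper names *ihfB* as the qPCR reference for the stress response transcripts, and it changed by -1.22 on the log2 scale in Δ*rnb*Δ*rnr* in the RPKM as deposited, as predicted beforehand for an effect of the reference, and by -0.790 after scaling. In Δ*rnb*, Δ*rnr* and Δ*pnp* it changed by -0.903, -1.74 and 0.609 in the RPKM as deposited, and qPCR was nearer to 1 for 8, 8 and 5 of the 9 stress transcripts. For the 4 TCA cycle transcripts, which by the paper's methods had another reference, the numbers were 2, 0 and 4. The contrast between stress and TCA cycle transcripts was thus not the same in every mutant. A change of the reference may contribute for the stress transcripts, but with 1 library per strain it cannot be told apart from variation between cultures, and no biological explanation was tested.

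The transcripts that passed the cut-offs in the same direction in all 4 mutants numbered 16 with the WT library as the reference. When each of the other stationary-phase libraries served as the reference for the other 4, the numbers were 106 for Δ*pnp*, 28 for Δ*rnr*, 6 for Δ*rnb* and 6 for Δ*rnb*Δ*rnr*. The prediction written before this test was that, if the common transcripts arose from the single library that all comparisons share, another reference would give as many or more, which was the case for 2 of the 4. The other references are deletion strains, and changes of their own would also give high numbers. The test therefore cannot tell whether a part of the common transcripts reflects the single WT library. A biological effect common to the mutants cannot be told apart from such a part without a second WT library.

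Mutant cultures less far into stationary phase than the WT at harvest were examined as a reason for the lower expression of many transcripts in the mutants. The log2 fold-changes against the WT were compared across genes with those between the phases in Δ*rnb*Δ*rnr*, which by the prediction written beforehand would correlate below -0.2. The Spearman correlation was 0.03 in Δ*rnb*, -0.03 in Δ*rnr* and 0.06 in Δ*pnp*, across genes that are not independent replicates. The fold-changes of the single mutants thus did not run against the change between the phases. For them, this argues only against a shift along the change between the phases as measured in Δ*rnb*Δ*rnr*. Differences within stationary phase need not follow that change, so the test cannot exclude harvest time. The paper reports that its mutants took longer than the WT to enter stationary phase. The Δ*rnb*Δ*rnr* mutant was not tested in this way, and its stationary-phase library is part of the comparison between the phases. The small regulatory RNA gene *arrS* had 12402 RPKM in the WT in stationary phase and less in each mutant. The values were 1242 RPKM in Δ*rnb*, 6952 RPKM in Δ*rnr*, 4799 RPKM in Δ*pnp* and 1210 RPKM in Δ*rnb*Δ*rnr*. In exponential phase *arrS* had 32.2 RPKM in Δ*rnb*Δ*rnr*, so this gene ran in the direction that an earlier harvest point would give.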
